# Activation of the Dimer of 3, 4‐dimethylphenol Production From Marine *Streptomyces* sp. FJNU027 Under Oligotrophic Condition

**DOI:** 10.1002/mbo3.70191

**Published:** 2025-12-01

**Authors:** Feifei Wang, Huimin Yuan, Cuie Bai, Haiyan Li, Li Xu, Lingjun Yu, Lianzhong Luo, Yongbiao Zheng

**Keywords:** activation, oligotrophic medium, secondary metabolism, *Streptomyces*

## Abstract

Activating cryptic secondary metabolic gene clusters is a critical area of research in *Streptomyces*, and the cultivation‐based approach is one of effective ways to induce the expression of cryptic gene clusters. In this study, the oligotrophic medium and modified Gauze's medium were used to culture the marine *Streptomyces* sp. FJNU027 strain, and a unique secondary metabolite in oligotrophic culture was found by HPLC assay when compared with the modified Gauze's culture. Then the differential product was isolated through large‐scale fermentation, solvent extraction, column chromatography over Sephadex LH‐20, and HPLC preparation. The pure differential product was analyzed by NMR and LC‐MS, and identified as 4,4′,5,5′‐tetramethyl‐[1,1′‐ diphenyl]‐2,2′‐diol. To elucidate the possible biosynthesis mechanism of the differential product, the transcriptome sequencing was performed. It showed the expressions of polyketide synthase gene (FZ01GL006410) and cytochrome P450 gene (FZ01GL006417) were significantly enhanced in the oligotrophic medium, and these two genes might be responsible for the biosynthesis of the differential product. This compound was reported for the first time isolated from a natural source, demonstrating a novel approach for acquiring this type of compound. The results indicate that oligotrophic culture is an effective method for modulating the secondary metabolism of *Streptomyces*.

## 1 Introduction

*Streptomyces* is the main group of antibiotics‐producing microorganisms. Because of its complex morphological differentiation and metabolic network, it could produce a diverse array of active secondary metabolites (SMs) with novel structures, which had always been important lead compounds for new drug development (Thomford et al. 2018). Nowadays, marine *Streptomyces* have emerged as a promising source of bioactive SMs. The marine environments including high salt, high pressure, low temperature, and low osmosis offer unique metabolic pathways to marine *Streptomyces* which led to the biosynthesis of novel SMs with a wide spectrum of biological activities (Chen et al. 2021).

SMs are produced by their own biosynthetic gene clusters (BGCs), on average, a single *Streptomyces* strain has more than 30 BGCs in its genome through antiSMASH analysis (Lee et al. 2021). However, the majority of BGCs are cryptic which means the genes that encode biosynthetic enzymes have been identified, yet no corresponding product has been detected under standard laboratory cultivation conditions (Hoskisson and Seipke 2020). To expand the SMs library of *Streptomyces*, the activation of cryptic BGCs is imperative for researchers. Cultivation‐based approaches and molecular techniques are the main strategies to activate the large number of cryptic BGCs (Pinedo‐Rivilla et al. 2022). The first cultivation‐based strategy was named one strain‐many compounds (OSMAC) method, which posited that each microbial strain has the potential to produce multiple compounds, though only subsets of these compounds are produced under specific growth conditions (Bode et al. 2002). Therefore, variations in cultivation parameters such as medium components, cultural conditions, and addition of metal ions, chemical elicitors and epigenetic modifiers could stimulate the production of the novel SMs (Schwarz et al. 2021; Alwali and Parkinson 2023; Pillay et al. 2022). Additionally, the molecular techniques including CRISPR‐Cas9 promoter engineering, ribosome engineering, regulator manipulation, BGC reconstruction and heterologous expression are also adopted to access the cryptic BGCs (Jiang et al. 2021; Zhu et al. 2019; Li et al. 2021; Deng et al. 2024; Pait et al. 2018).

The OSMAC approach is convenient and effective, successfully activating a variety of bioactive SMs. The marine *Streptomyces* sp. HZP‐2216E could produce streptoarylpyrazinone A, a new derivative of *N*‐arylpyrazinone, when cultured in Gause's liquid medium (Zhang, Chen, Zhang, et al. 2017); while it induced the biosynthesis of the indolizinium alkaloid streptopertusacin A, which exhibited moderate anti‐MRSA (methicillin‐resistant *Staphylococcus aureus*) activity, when cultured on glucose‐yeast‐malt solid medium (Zhang, Chen, Chai, et al. 2017). Another marine *Streptomyces* sp. RKND004 was fermented in 14 different media, and combined with UPLC‐HRMS‐based metabolomics screening, led to the identification of Terrosamycins A and a novel derivative Terrosamycins B, both of which demonstrated strong activity against Gram‐positive bacteria and two breast cancer cell lines (Sproule et al. 2019).

In addition to alterations in medium composition, changes in culture conditions such as culture methods, temperature, salinity, and pH could also induce the production of new SMs. Six new antifungal polyene polyols were obtained from *Streptomyces* sp. CHQ‐64 under shaking culture, while a new hybrid isoprene alkaloid drimentine I was isolated under static culture (Che et al. 2016). Eighteen thermotolerant actinomycetes were cultivated in six different media at 30°C and 45°C, and 131 “heat shock metabolites” were identified by comparing the metabolic profiles of cultures at these two temperatures (Saito et al. 2020). Among of them, a novel SM of murecholamide from thermotolerant *Streptomyces* sp. AY2 was identified (Saito et al. 2020).

The addition of metal ions in medium activated the new SMs as well. Metal ion induction, also known as “metal stress,” refers to the application of specific concentrations of metal ions to the culture of strains. Heavy metals induce oxidative stress reactions to generate reactive oxygen species (ROS), leading to the formation of lipid hydroperoxides, and then converted to oxylipins, thereby activating the biosynthetic gene cluster of SMs (Auckloo et al. 2017). A new antimicrobial cyclic peptide NC‐1 was isolated from *Streptomyces* sp. FXJ1.172 on glucose‐yeast extract‐malt extract (GYM) medium containing iron ion (Liu et al. 2016). Nickel ion (NiCl_2_･6H_2_O) was identified as the most effective elicitor of stress in the marine *Streptomyces pratensis* NA‐ZhouS1, and activating the strain to produce two novel angucycline antibiotics of stremycin A and B. (Akhter et al. 2018).

Coculture with other microorganisms is another common cultivation‐based approach. In pure culture, the lack of stimulatory or signaling molecules involved in chemical communication and antagonism may result in BGCs silence (Moussa et al. 2019). However, cocultivation mimics the interactions within natural microbial communities, where the molecule secretion and cell‐to‐cell contact between microbes can prompt them to produce SMs that contribute to defense, communication, or competition (Zhang, He, et al. 2017). Coculture of marine *Streptomyces* sp. JB5 and *Bacillus* sp. GN1 led to the discovery of a new cyclic hexapeptide of dentigerumycin E which exhibited antiproliferative and antimetastatic activities against human cancer cells (Shin et al. 2018). A novel small‐molecule antibiotic amycomicin was isolated from the coculture of *Streptomyces coelicolor* M145 and *Amycolatopsis* sp. AA4, and amycomicin showed specific inhibition of *Staphylococcus aureus* (Pishchany et al. 2018).

In this study, the OSMAC method was employed to induce the production of SMs from marine *Streptomyces* sp. FJNU027. Using various media to culture FJNU027 strain, the differential product (4,4′,5,5′‐tetramethyl‐[1,1′‐biphenyl]‐2,2′‐diol) was isolated and structure determined through chromatography, LC‐MS and NMR. Besides, transcriptome assay was conducted to analyze the metabolic network of FJNU027 strain under different media conditions.

## 2 Materials and Methods

### 2.1 Strain and Media

The wild‐type of marine *Streptomyces* sp. FJNU027 strain (endowed by Xiamen Medical College of China) was used in this assay. The 20% YPD solid medium (4 g/L tryptone, 4 g/L glucose, 2 g/L yeast extract, 1.5 g/L agar) was used for the spore formation of strain FJNU027. The modified Gauze's medium (15 g/L soluble starch, 15 g/L glucose, 1 g/L KNO_3_, 0.5 g/L K_2_HPO_4_·3H_2_O, 0.2 g/L MgSO_4_·7H_2_O, 0.01 g/L FeSO_4_·7H_2_O), oligotrophic medium (5 mg/L soluble starch, 5 mg/L glucose, 1 g/L KNO_3_, 0.5 g/L K_2_HPO_4_·3H_2_O, 0.2 g/L MgSO_4_·7H_2_O, 0.01 g/L FeSO_4_·7H_2_O), eutrophic medium (15 g/L soluble starch, 15 g/L glucose, 1 g/L KNO_3_, 0.5 g/L K_2_HPO_4_·3H_2_O, 0.2 g/L MgSO_4_·7H_2_O, 0.01 g/L FeSO_4_·7H_2_O, 10 g/L tryptone, 2 g/L yeast extract), and rice medium (660 g/L rice) were prepared by sea water and used for the production of SMs in strain FJNU027.

### 2.2 Liquid Fermentation and Crude Extracts Preparation

The method for fermentation and crude extracts preparation was similar to previous study (Wang et al. 2023). In detail, the strain FJNU027 was cultured on 20% YPD solid medium, 28°C for 7 d. The mature spores were collected and cultured in 100 mL modified Gauze's medium, 28°C for 2 d with shaking at 220 rpm, and then 5% of above seed culture was transferred into 200 mL modified Gauze's medium or oligotrophic medium, 28°C for 20 d with shaking at 220 rpm. To prepare the crude extracts, the 200 mL culture was centrifuged (8000 rpm, 10 min), and the supernatant was treated twice with the equal volume of ethyl acetate. The organic phase was collected and dried by rotary evaporator.

### 2.3 HPLC Analysis of the Crude Extracts

The crude extracts were weighed and dissolved in methanol with the final concentration of 10 mg/mL, and then analyzed by HPLC using RP‐18 chromatography column (Thermo, Acclaim 120, 5 μm, 4.6 × 250 mm). The mobile phase consisted of solvents A (H_2_O, 0.1% formic acid) and B (acetonitrile, 0.1% formic acid). The gradient program was as follows: 5% B in A for 0 to 5 min, and increased to 80% B at 20 min, then to 100% B at 25 min, maintained to 30 min, and back to 5% B at 35 min. The flow rate was 1.0 mL/min with the UV detection of 254 nm.

### 2.4 Mass Fermentation, Isolation and Structure Determination of 1

The seed culture was prepared using the method described above, and then 5% of it was transferred into 30 L oligotrophic medium, 28°C for 20 d with shaking at 220 rpm. The 30 L culture was centrifuged (8000 rpm, 10 min), and the supernatant was treated twice with the equal volume of ethyl acetate. The ethyl acetate extract was dried using a rotavapor (Buchi, Rotavapor R‐200) to afford the crude extract (201.7 mg), which was subsequently isolated via column chromatography over Sephadex LH‐20 (MeOH) with the flow rate of 15 ~ 18 s/drop. The fractions were detected using HPLC and the fractions containing **1** were combined to yield a new fraction (2.9 mg). Finally, the new fraction was purified via HPLC to obtain compound **1** (1.4 mg). The pure compound **1** was dissolved in methanol‐*d*4, then the ^1^H‐NMR, ^13^C‐NMR, DEPT, ^1^H‐^1^HCOSY, HSQC, and HMBC spectra were acquired on a Bruker AVANCE NEO 600 spectrometer operating at 600/150 MHz. The molecular weight of compound **1** was determined through LC‐MS (Thermo, LCQ FLEET).

### 2.5 RNA Sequencing and Transcriptomic Analysis

RNA sequencing and transcriptomic analysis were performed using previous methods (Wang et al. 2023). The wild‐type of marine *Streptomyces* sp. FJNU027 strain was grown in modified Gauze's medium and oligotrophic medium at 28°C for 8 d. The mycelia of two media were collected by centrifugation (8000 rpm, 10 min). RNA was extracted via Total RNA Extractor (Trizol) kit (Sangon, China), then the RNA concentration and integrity were determined using Qubit 2.0 RNA detection kit (Life, United States) and agarose gel electrophoresis, respectively. To reduce sequencing interference, rRNA was removed by Ribo‐off rRNA depletion kit (Vazyme, China), and DNA was digested using DNase I (Vazyme, China). The fragmentation, reverse‐transcription, 3′ ends dA‐Tailing, Adapter ligation and DNA library construction of purified RNA were performed using VAHTSTM stranded mRNA‐seq library prep kit for illumina (Vazyme, China).

The DNA library was sequenced by illumine NovaSeq. 6000, and the raw data were cleaned and evaluated whether the sequencing data was suitable for subsequent analysis. Then the clean reads were compared to its own genome through BCFtools and Rockhopper. The expression levels were analyzed using featureCounts and WGCNA, and the differentially expressed genes were obtained by DESeq. 2 with a selection threshold of qValue < 0.05 and fold change ≥ 2.0. Genes and Genomes Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis were performed using topGO and clusterProfiler software, respectively.

## 3 Results

### 3.1 Activation of the Differential Secondary Metabolite in Oligotrophic Medium

To activate novel SMs from *Streptomyces* sp. FJNU027, OSMAC method was performed. The FJNU027 strain was fermented in modified Gauze's medium, oligotrophic, eutrophic and rice media. The crude organic extract was dissolved into methanol with a concentration of 10 mg/mL for HPLC analysis. The results showed that compared with the modified Gauze's medium, a distinct peak appeared at the retention time of 15.6 ~ 15.65 min under oligotrophic culture conditions (Figure 1). Additionally, the effect of fermentation time on differential product biosynthesis was analyzed. The crude extracts from cultures at 0 d, 4 d, 8 d, 10 d, 12 d and 16 d were analyzed by HPLC. The results showed the differential product appeared when the strain was cultured for 8 d, and the yield was gradually enhanced, as the culture time increased (Figure 2). However, the SMs from eutrophic and rice media showed no differences compared to those from control samples (Supporting Information S1: Figure S1).

**Figure 1:**
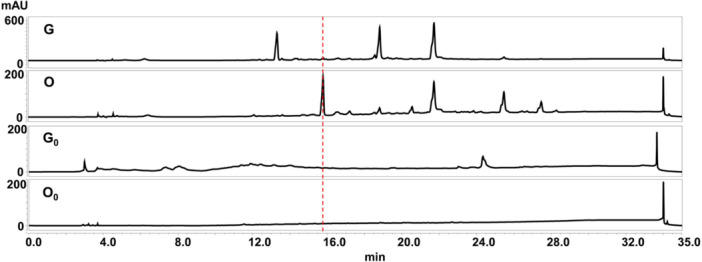
HPLC analysis of secondary metabolites from *Streptomyces* sp. FJNU027. G represented the FJNU027 strain cultured in modified Gauze's medium; O represented the FJNU027 strain cultured in oligotrophic medium; G_0_ and O_0_ represented modified Gauze's medium and oligotrophic medium without the FJNU027 strain, using as controls.

**Figure 2:**
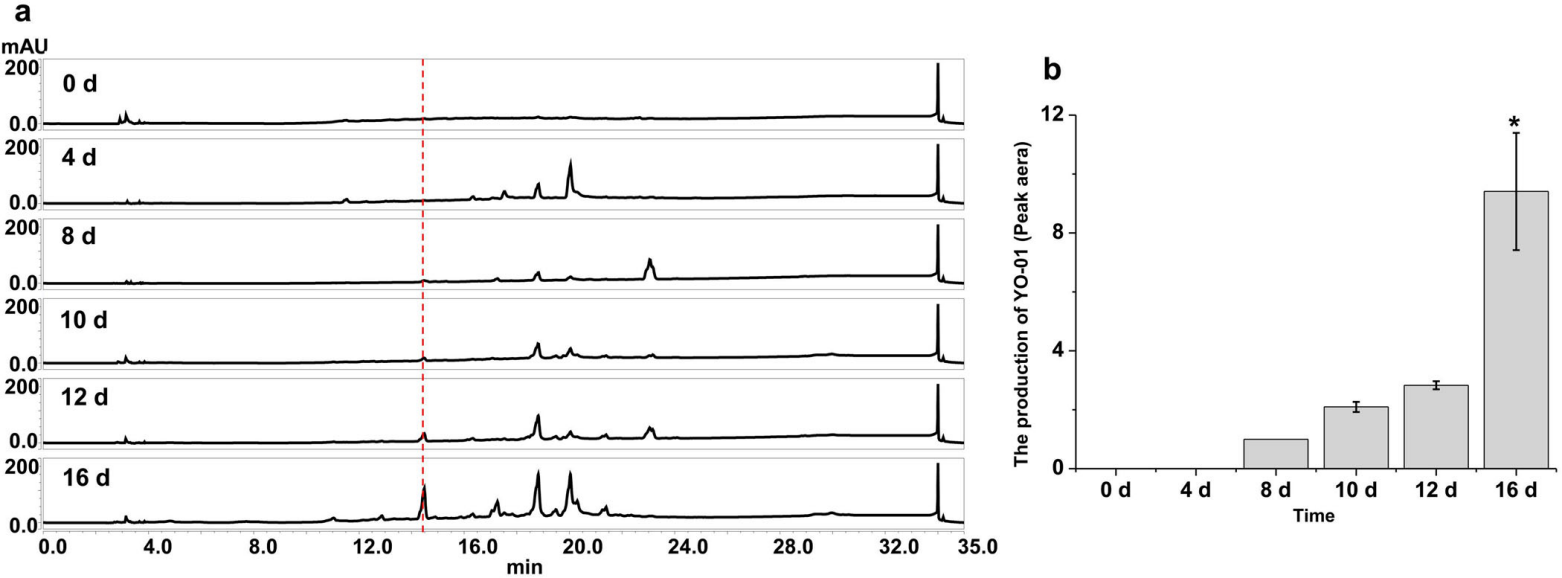
The production of **1** in oligotrophic medium. (a) HPLC analysis of **1** from FJNU027 strain cultured for 0 d, 4 d, 8 d, 10 d, 12 d and 16 d; (b) Quantification of **1** from these cultures.

### 3.2 Structure Determination of 1

To determine the structure of differential product from the oligotrophic medium, the culture of the FJNU027 strain was scaled up, yielding 2 mg of the compound (light yellow powder) from 30 L of culture (Figure 3a). The purified compound was then analyzed by spectroscopic methods. In the ^1^H‐NMR spectrum (600 MHz, DMSO‐*d*6), the compound gave δ 7.86 (1H, s, H‐3/3′), 7.65 (1H, s, H‐6/6′), 2.47 (3H, s, H‐7/7′), 2.44 (3H, s, H‐8/8′) (Figure S2). The ^13^C‐NMR spectrum showed resonances at δ 165.5 (C‐1/1′), 142.0 (C‐2/2′), 128.9(C‐3/3′), 136.7 (C‐4/4′), 145.9 (C‐5/5′), 125.8 (C‐6/6′), 20.2 (C‐7/7′), 19.6 (C‐8/8′) (Figure S3). In the heteronuclear multiple bond correlation (HMBC)experiment, the correlations of H_3_‐7 to C‐4/5/6, H_3_‐8 to C‐3/4/5, H‐3 to C‐2/5/6, and H‐6 to C‐3/4, together with their chemical shift of C‐1 to C‐8 (Supporting Information S1: Figure S4–S7), indicated the establishment of the unit of 3,4‐dimethylphenol. Comparison of the ^1^H NMR data those reported for the dimer of 3,4‐dimethylphenol revealed high similarity (Navarra et al. 2010). Therefore, the compound can be identified as the structure of 4,4′,5,5′‐tetramethyl‐[1,1′‐biphenyl]‐2,2′‐diol, which is the dimer of 3,4‐dimethylphenol (Figure 3b) and confirmed by ESI‐MS data with an *m/z* 242.97 of [M + H]^+^ (C_16_H_18_O_2_) (Figure 3c).

**Figure 3:**
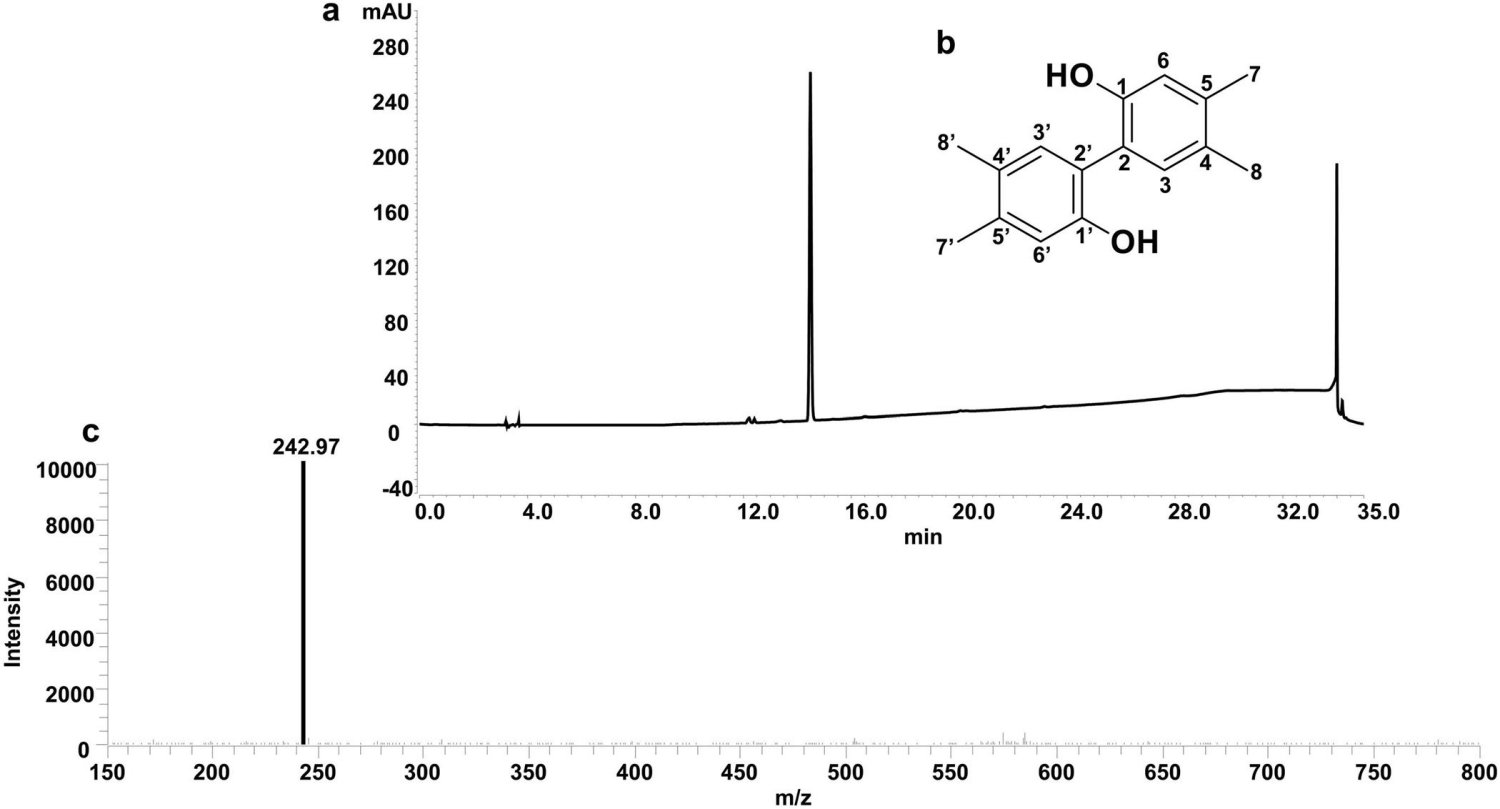
The structure determination of **1**. HPLC analysis (a) and the structure (b) of the pure **1**; (c) LC‐MS analysis of **1**.

### 3.3 Transcriptomics Analysis

The differential product was activated in oligotrophic medium, which indicated its metabolic network was changed when compared to that of modified Gauze's medium. Therefore, the transcriptomic analysis of FJNU027 strain cultured on oligotrophic medium (O group) and modified Gauze's medium (G group) were carried out. 

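The deposited data hold 1 library of the O group and 1 library of the G group, both made from mycelia grown at 28°C for 8 d. The 2 media hold the same salts, and the oligotrophic medium holds far less starch and glucose. As the deposited data hold no replicate, the spread between cultures could not be estimated. Tests between the media were run only with an assumed spread, and no p-value is given for a single gene. The authors depleted rRNA, sequenced stranded libraries, compared the clean reads to the genome of the strain and counted the reads on each gene with featureCounts. They deposited these counts without normalization, together with FPKM values, which are counts scaled by gene length and by the counted total of the library. The paper's text does not state the strand setting of the counting or the treatment of reads that map to several places. Both tables list 7020 genes by ID, without names or coordinates, and the names of genes given here are those in the tables of the paper.

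The counts summed to 3244833 in the O group and 1351036 in the G group, which were 6.29% and 2.89% of the 51599354 and 46678424 clean reads stated in the paper. All values given here rest on the counted reads. At least 1 read was counted on 6504 genes in the O group and on 6305 genes in the G group, and the median count per gene was 50 and 32, respectively. Dividing the counts by the FPKM values gave the same length of each gene in both libraries, within 0.155% over the 1732 genes with at least 100 counts in each, and FPKM was rescaled to TPM, which has the same sum in both libraries.

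The O group was dominated by a few genes. FZ01GL003984 held 582815 counts in the O group, 18.0% of the total, and 2082 counts in the G group, 0.154% of the total. The 10 most abundant genes held 27.2% of the counts in the O group and 6.91% in the G group. A gene of this abundance lowers the share of every other gene, so the scaling between the libraries affects each ratio. Counts were scaled by the median-of-ratios size factors of DESeq2, the software named in the paper, which were 1.21 for the O group and 0.829 for the G group. Ratios O/G were computed for the 5584 genes with at least 10 counts in at least 1 library. Each ratio was given a 95% exact (Clopper-Pearson) interval from the counts of the gene, which covers counting error only and not the variation between cultures. Where a gene was listed at 0 in 1 library, 3 reads were assumed there, and the change is given as a lower bound. The 95% counting interval of such a gene reaches nearer to no change than this bound.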

In total, 51,599,354 and 46,678,424 clean reads were obtained from O group and G group, respectively. The average read length was 136.84 bp of O group and 131.62 bp of G group, besides, 99.10% and 87.29% of clean reads were mapped in O group and G group, respectively. Among them, 3874 differentially expressed genes (DEGs) were identified, including 914 up‐ and 2960 downregulated genes, and 374 DEGs specifically expressed in oligotrophic condition, while 175DEGs specifically expressed in normal condition (Figure S8).

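At the 2-fold threshold, 1680 genes were higher and 1479 genes were lower in the O group, with a counting interval that excluded equal expression. The 3159 genes were 56.6% of the 5584 genes compared, and 46.8% of them were lower in the O group. This split depended most on the scaling. On the TPM scale, 764 genes were higher and 2873 genes were lower, so that 79.0% of the changed genes were lower. All 764 higher genes were also higher by size factors, and all 1479 genes that were lower by size factors were also lower on the TPM scale. This overlap follows by construction, because the 2 scales differ by the same log2 constant of 1.17 for every gene. The median log2 ratio O/G of all compared genes was 0.07 by size factors and -1.10 on the TPM scale. The former lies near 0 by construction. With 2 libraries, the size factors set the median log2 ratio of genes with reads in both to 0. The nearly even split by size factors is thus largely imposed by the method and does not show that rises and falls were balanced. With total counts as the scale, 1059 genes were higher and 2327 genes were lower.

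Variation between cultures could only be assumed. With edgeR's exact test and an assumed coefficient of variation of 0.2 between cultures, 1515 genes were higher and 1336 genes were lower. At an assumed value of 0.4, the numbers were 673 and 365.

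Reads were counted in both groups on 6130 genes, only in the O group on 374 genes, only in the G group on 175 genes and in neither on 341 genes. The 374 and 175 genes match the numbers the paper gives for genes expressed in only 1 condition. Detection here means at least 1 read. Of the 374 genes detected only in the O group, 108 had 1 read and 74 had at least 10 reads. Of the 175 genes detected only in the G group, 79 had 1 read and 16 had at least 10 reads. When the reads of the O group were drawn down at random to the total of the G group, 288 genes were detected only in the O group and 357 genes only in the G group. The total of the O group includes the reads of its most abundant gene, so this draw leaves fewer reads for the other genes than a draw by size factors. Over 100 draws by the ratio of the size factors, the order was kept. The medians were 333 genes detected only in the O group and 238 genes only in the G group.

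**Figure D1:**
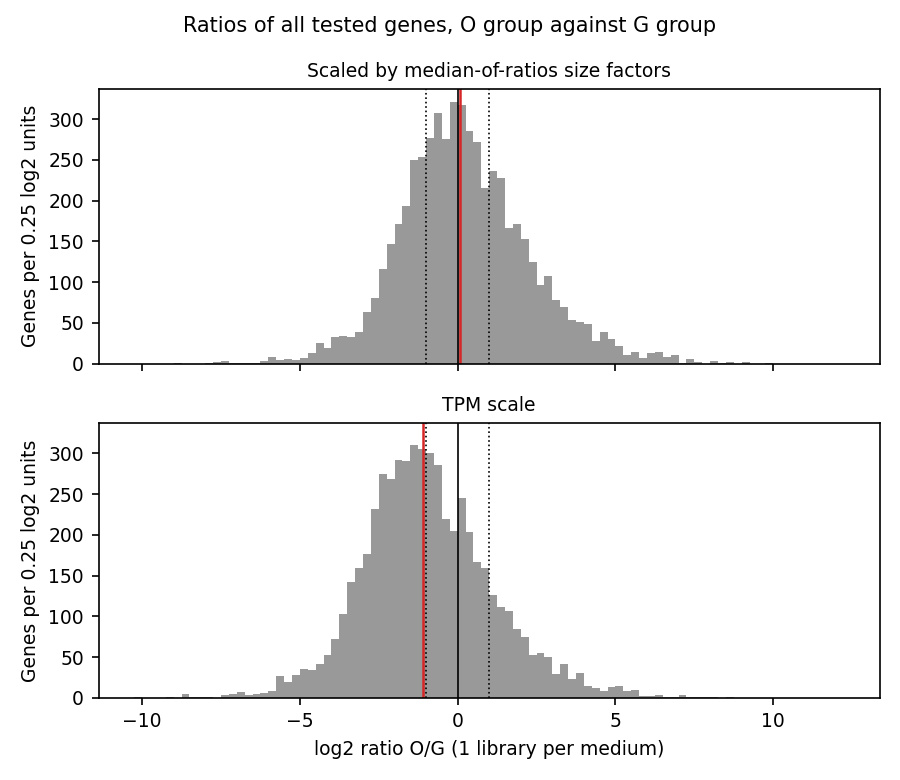
Number of genes (y axis, per 0.25 log2 units) by log2 ratio O/G (x axis) for the 5584 compared genes, by size factors (top) and on the TPM scale (bottom), with 1 library per medium. Dotted lines mark 2-fold changes and the red line marks the median, which lies at 0.07 in the top panel and at -1.10 in the bottom panel. The median of the top panel lies near 0 by construction of the size factors.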

GO analysis showed that 1115, 1255, 428 DGEs were enriched in biological process, cellular component and molecular function, respectively (Figure 4a). The main categories were growth (205 DEGs), metabolic process (308 DEGs) and cellular process (308 DEGs) in biological process; cell (391 DEGs), cell part (391 DEGs) and membrane (247 DEGs) in cellular component; catalytic activity (247 DEGs) and binding (130 DEGs) in molecular function (Figure 4a). KEGG analysis revealed that the identified DEGs were mainly enriched in metabolism pathway (1040 DEGs), as well as cellular processes (74 DEGs), environmental information processing (149 DEGs), genetic information processing (166 DEGs), and organismal systems (41 DEGs) (Figure 4b). In metabolism pathway, the DEGs were mainly associated with carbohydrate metabolism (170 DEGs), amino acid metabolism (162 DEGs) and metabolism of cofactors and vitamins (129 DEGs) (Figure 4b).

**Figure 4:**
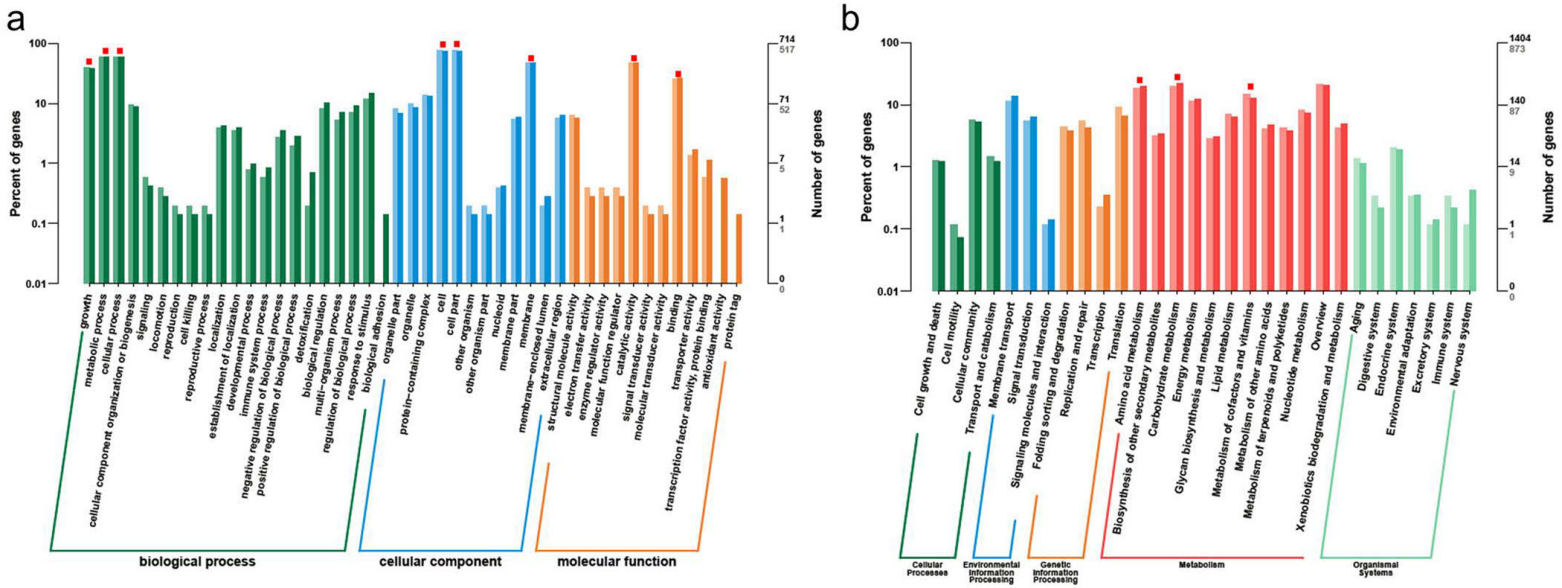
The GO analysis (a) and KEGG analysis (b) of DEGs. The red points represented the main subcategories in each category. The dark columns represented all genes involved in subcategories, the light columns represented the DEGs in subcategories.

The highly significant DEGs (10 up‐ and 10 downregulated genes) were selected with threshold of TPM (Transcripts Per Million) > 100 (Supporting Information S1: Tables S1 and S2). 

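A TPM above 100 in at least 1 library was reached by 1920 genes. All 10 genes of Table S1 were at least 2-fold higher and all 10 genes of Table S2 were at least 2-fold lower in the O group, on each of the 5 scalings tried. Both lists were also called in full by edgeR's exact test with an assumed coefficient of variation of 0.4. The paper lists these genes as its highest changes. For genes with reads in both groups, its fold changes match the TPM ratios of these libraries. These results and the ranks that follow were thus largely fixed in advance and are no separate test. Among the 1920 genes ranked by ratio, with genes without a read in 1 group placed first, 8 of the 10 genes of Table S1 stood within the first 10 rises, and the last stood at rank 16. Of the 10 genes of Table S2, 5 stood within the first 10 falls, and the last also stood at rank 16. Log2 ratios by size factors were 1.17 higher than the log2 TPM ratios for every gene. For the 7 genes of Table S1 with reads in both groups, the log2 ratio was between 7.29 and 9.82, and for the 9 such genes of Table S2 between -8.84 and -5.36. The other 4 genes had no read in 1 of the groups.

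**Figure D2:**
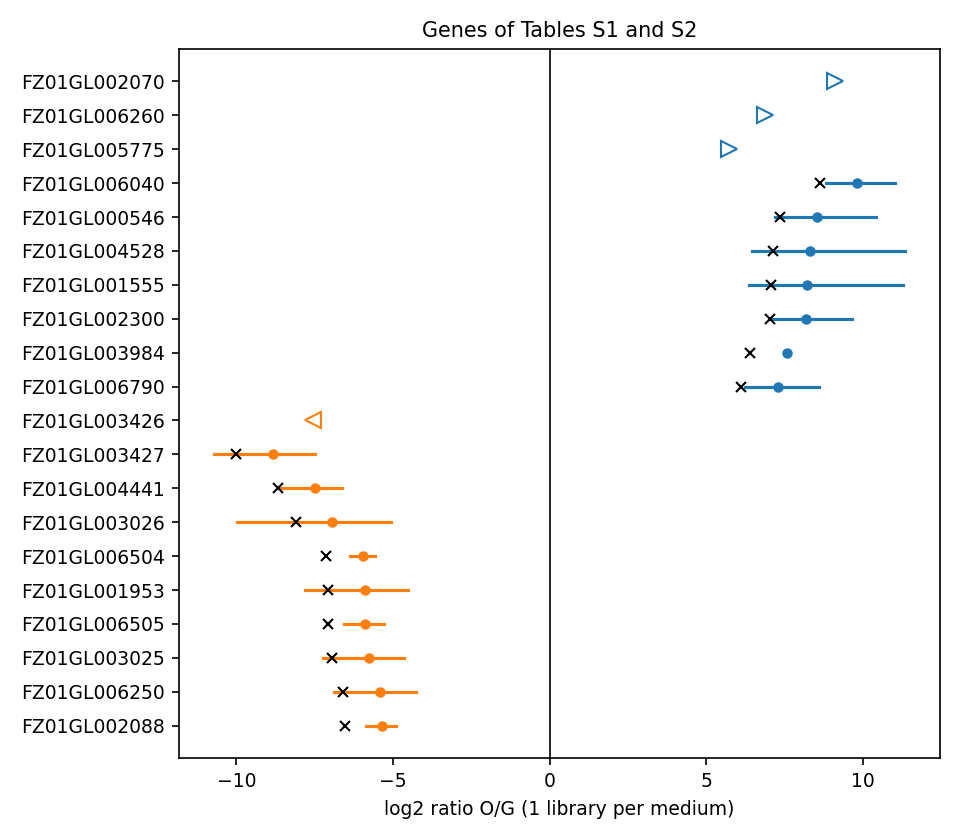
Log2 ratio O/G (x axis) of the genes of Tables S1 (blue) and S2 (orange), with 1 library per medium. Points are ratios by size factors with their 95% counting intervals, crosses are TPM ratios, and open triangles are lower bounds for the 4 genes with no read in 1 group, so every gene of Table S1 lies above 0 and every gene of Table S2 below 0.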

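Of the 7 genes of Table S1 that do not encode a glycosidase or glycoside hydrolase, FZ01GL006260, a TraR/DksA C4-type zinc finger protein, had 511 reads in the O group and none in the G group, which made it at least 117-fold higher. The ribonuclease gene FZ01GL005775 had 229 reads in the O group and none in the G group. On the same basis it was 52.5-fold higher, a log2 ratio of 5.71 with a 95% counting interval from 5.40. The S8 family peptidase gene FZ01GL000546 had 2173 reads in the O group and 4 reads in the G group, a log2 ratio by size factors of 8.54 (95% counting interval 7.19 to 10.42). The metallopeptidase gene FZ01GL004528 had 921 and 2 reads, respectively, with a log2 ratio of 8.31 (6.45 to 11.35). The SGNH/GDSL hydrolase gene FZ01GL001555 had 874 and 2 reads and a log2 ratio of 8.23 (6.37 to 11.28). The RNA polymerase sigma factor gene FZ01GL002300, whose product directs RNA polymerase to promoters, had 2560 and 6 reads and a log2 ratio of 8.20 (7.07 to 9.64). These intervals overlap, so the order of these 4 genes was not resolved by the counts. The peptidase inhibitor gene FZ01GL003984 had a TPM of 281491 in the O group and 3300 in the G group, a log2 TPM ratio of 6.41. By size factors, as for the genes above, its log2 ratio was 7.59 (7.53 to 7.65).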

Among 10 highest upregulated genes, three of them encoding glycoside hydrolase which involved in utilization of carbohydrate, two of them encoding peptidase, and the other half of genes encoding regulator, ribonuclease, hydrolase, RNA polymerase sigma factor and peptidase inhibitor, respectively. 

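The MarR family transcriptional regulator gene FZ01GL003426 had 384 reads in the G group and none in the O group, which made it at least 186-fold lower in the O group. The MFS transporter gene with the next ID, FZ01GL003427, had 1256 reads in the G group and 4 reads in the O group, a log2 ratio O/G by size factors of -8.84 (95% counting interval -10.71 to -7.48). The other MFS transporter gene, FZ01GL004441, fell from 1244 to 10 reads, a log2 ratio of -7.50 (-8.56 to -6.62). The ABC transporter gene FZ01GL001953 had 165 reads in the G group and 4 reads in the O group, a log2 ratio of -5.91 (-7.80 to -4.52). For the DeoR/GlpR family regulator gene FZ01GL003025, 226 reads and 6 reads were counted, giving a log2 ratio of -5.78 (-7.24 to -4.63). The N-formylglutamate amidohydrolase gene FZ01GL006250 gave 177 and 6 reads and a log2 ratio of -5.42 (-6.89 to -4.27). The FAD-binding oxidoreductase gene FZ01GL002088 gave 1098 and 39 reads and a log2 ratio of -5.36 (-5.86 to -4.90). The intervals of the last 4 genes overlap, so their order was not resolved by the counts.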

Besides, among 10 highest downregulated genes, three of them were transporter genes, two regulator genes, two of them encoding succinate dehydrogenase, and other three genes encoding 1‐phosphofructokinase, *N*‐formylglutamate amidohydrolase and FAD‐binding oxidoreductase, respectively.

## 4 Discussion

In this study, the SM of 3, 4‐dimethylphenol dimer was identified from *Streptomyces* sp. FJNU027 using OSMAC approach. This compound was only reported in the oxidation of 3, 4‐dimethylphenol by laccase in vitro (Navarra et al. 2010), making this the first report of its isolation from an organism. To explore the potential biosynthesis mechanism of 3, 4‐dimethylphenol dimer, the laccase‐like genes (FZ01GL006124) from FJNU027 strain were found using the whole protein sequences to blastp with a known laccase from *Streptomyces coelicolor* (Sherif et al. 2013). However, this gene was poorly expressed in both O group and G group according to the transcriptome data. Moreover, 3, 4‐dimethylphenol was added into modified Gauze's medium to check whether FJNU027 strain could convert it to its dimer form. 

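FZ01GL006124 had 1 read in the O group and no read in the G group. Its length implied by the FPKM value, which is rounded to 2 decimals, was approximately 994 bp. The TPM was 0.182 in the O group (95% exact Poisson counting interval 0.00461 to 1.02), higher than in 8.15% of the 7020 genes. In the G group the gene was listed at 0, and a count of 0 allows up to 3 reads, or a TPM of 1.79, which would be higher than in 17.2% of the genes. With so few reads, a difference between the groups was not detectable at this depth and no ratio was computed.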

Unexpectedly, no 3, 4‐dimethylphenol dimer was detected (Supporting Information S1: Figure S9). However, the recovered production of 3, 4‐dimethylphenol from modified Gauze's medium without FJNU027 strain was significantly decreased, indicating it was unstable and might be degraded spontaneously (Supporting Information S1: Figure S10). Besides, no 3, 4‐dimethylphenol was detected during the growth of FJNU027 strain in oligotrophic medium (Figure S11). Nonetheless, further studies might be performed to elucidate the biosynthesis of 3, 4‐dimethylphenol dimer, such as the deletion of laccase‐like gene and evaluating the production in the mutant, and purification of laccase‐like protein to carry out in vitro reaction with 3, 4‐dimethylphenol. A number of aromatic SMs are biosynthesized using polyketide synthases (PKSs) in actinomycetes (Zhang, Pan, et al. 2017). Transcriptomic data showed that the expression of one PKS gene (FZ01GL006410) was significantly enhanced in O group (Supporting Information S1: Table S3). 

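FZ01GL006410 had 1348 reads in the O group and 44 reads in the G group, over a gene length of 22492 bp implied by its FPKM value. The TPM was 10.9 in the O group (95% exact Poisson counting interval 10.3 to 11.5) and 1.16 in the G group (0.845 to 1.56). The paper's Table S3 gives 10.85 and 1.16 as mean TPM, while the deposited data hold 1 library per medium, so what was averaged is not known. By size factors, the log2 ratio O/G was 4.40 (95% counting interval 3.96 to 4.86), a 21.1-fold increase, and 96.5% of the compared genes had a lower ratio. On the TPM scale, the log2 ratio was 3.22 (2.79 to 3.69), a 9.34-fold increase. The increase was beyond counting error on both scales, and its spread between cultures could not be measured from 1 library each. The TPM of this gene was higher than in 48.8% of all genes in the O group and in 14.3% of all genes in the G group.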

Amino acid sequence analysis of the PKS revealed a Methyltransferase domain and a TPL (tyrosine phenol‐lyase)‐like domain which was responsible for phenol formation (Kim et al. 2014) (Supporting Information S1: Figures S12 and S13). Moreover, an adjacent gene (FZ01GL006417) encoding cytochrome P450 also exhibited higher expression in O group (Supporting Information S1: Table S3). It was found the cytochrome P450 catalyzed benzene formation in the biosynthesis of some aromatic polyketides (Yang et al. 2023). Together, these findings suggested that the TPL‐like domain of PKS catalyzed tyrosine to form phenol which was subsequently methylated by Methyltransferase domain of PKS to generate 3, 4‐dimethylphenol, and then cytochrome P450 converted 3, 4‐dimethylphenol to its dimer form. 

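FZ01GL006417 had 839 reads in the O group and 25 reads in the G group, over an implied gene length of 1227 bp. Its TPM was 124 in the O group and 12.1 in the G group, against 123.85 and 12.11 in the paper's Table S3, and was higher than in 88.3% and 38.1% of all genes, respectively. The log2 ratio O/G was 4.53 (95% counting interval 3.96 to 5.16) by size factors and 3.35 on the TPM scale. The interval overlapped that of the PKS gene, so the increases of the 2 genes were not distinguishable by counting error.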

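The IDs of the PKS gene and the P450 gene enclose 6 other IDs, FZ01GL006411 to FZ01GL006416, to which the paper gives no function. All 6 were at least 2-fold higher in the O group by size factors, with 1075 reads in the O group and 23 reads in the G group in total. FZ01GL006412, FZ01GL006413 and FZ01GL006416 had no read in the G group and 33, 38 and 53 reads in the O group. With 3 reads assumed in the G group, their log2 ratios were 2.92, 3.12 and 3.60, and the 95% counting intervals began at 2.54, 2.75 and 3.25. FZ01GL006411 had a log2 ratio of 5.00 (95% counting interval 3.11 to 8.07), FZ01GL006414 of 3.17 (2.25 to 4.26) and FZ01GL006415, with an implied length of 6986 bp, of 5.51 (4.66 to 6.51). The median of the 6 log2 ratios was 3.39 with the 3 genes without reads in the G group at their bounds, and 2.21 on the TPM scale. Of 10000 random lists of 6 genes matched on mean expression, 31 had a median as high, which describes these 2 libraries and not the media in general. Against runs of 6 consecutive IDs, in which neighbours change together, the median was less exceptional, as 95 of 2738 runs reached it. The IDs are taken as neighbours because the paper calls the PKS gene and the P450 gene adjacent. From the higher expression of these 2 genes and the domains found in the PKS, the paper proposes that they form and dimerize 3, 4-dimethylphenol.

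**Figure D3:**
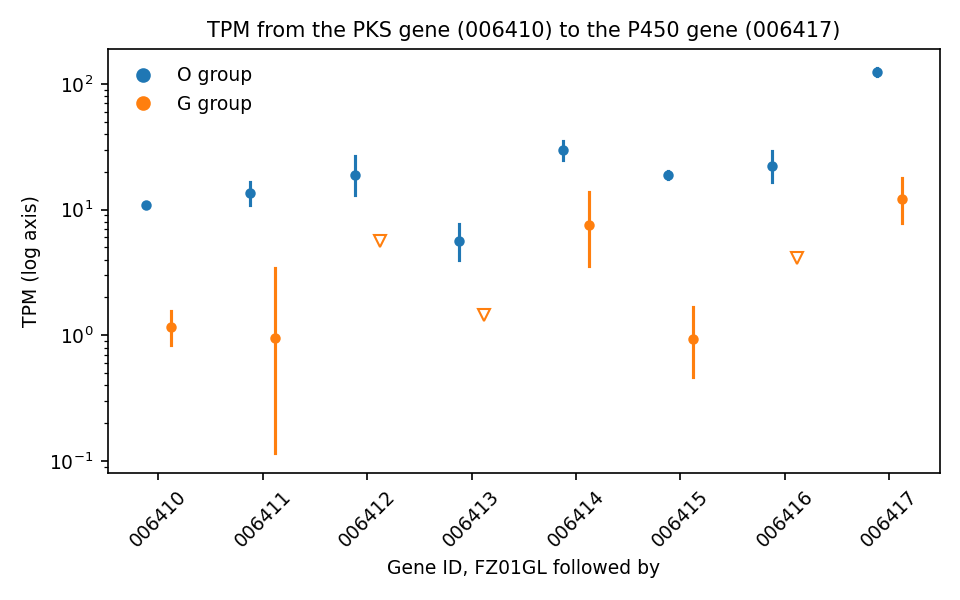
TPM (y axis, log scale) of the genes FZ01GL006410 to FZ01GL006417 (x axis, by ID) in the O group (blue) and the G group (orange), 1 library each. Points carry 95% exact Poisson counting intervals and open triangles mark the TPM of 3 reads for the 3 genes with no read in the G group; for each of the 8 genes the O group lies above the G group.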

As we known, the biological function of 3, 4‐dimethylphenol and its dimer form had not been explored, however, the natural phenolic compounds exhibited antioxidant or antimicrobial activity in their producing strains (Alfieri et al. 2022; Chen et al. 2024). Therefore, FJNU027 strain might produce the dimer of 3, 4‐dimethylphenol with antioxidant and/or antimicrobial activity to gain competitive growth advantage under harsh conditions. Among 10 highest upregulated genes, three of them are glycoside hydrolase genes which were barely expressed in modified Gauze's medium, it might be due to the relief of glucose effect in oligotrophic medium. 

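The glycosidase gene FZ01GL002070 had 2406 reads in the O group and no read in the G group. With 3 reads assumed there, it was 551-fold higher by size factors, a log2 ratio of 9.11, and the 95% counting interval began at 8.81. The TPM in the O group was 313. The glycoside hydrolase gene FZ01GL006040 had 10512 reads in the O group and 8 reads in the G group, a log2 ratio O/G by size factors of 9.82 (95% counting interval 8.84 to 11.03). Its TPM was 684 in the O group and 1.71 in the G group, where 16.9% of the genes had a lower TPM. The third of these genes, FZ01GL006790, had 1593 and 7 reads and a log2 ratio by size factors of 7.29 (6.24 to 8.61). The TPM was 239 in the O group and 3.45 in the G group. The counting interval of the G group TPM reached at most 3.37 for FZ01GL006040 and 7.11 for FZ01GL006790. From the low values in modified Gauze's medium, the paper proposes a relief of the glucose effect, the repression of other carbohydrate genes by glucose.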

The extremely low concentration of glucose was easily consumed and then the expression of glycoside hydrolases was activated in oligotrophic medium. Oppositely, three genes (one phosphofructokinase and two succinate dehydrogenase) involved in glycolysis pathway and TCA cycle were highest downregulated in O group. 

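The 1-phosphofructokinase gene FZ01GL003026 had 168 reads in the G group and 2 reads in the O group, a log2 ratio O/G by size factors of -6.93 (95% counting interval -9.99 to -5.06). Its TPM was 105 in the G group and 0.382 in the O group. The 2 succinate dehydrogenase genes have consecutive IDs and changed alike. FZ01GL006504 had 2423 reads in the G group and 57 reads in the O group, a log2 ratio of -5.95 (-6.36 to -5.57). FZ01GL006505 had 894 and 22 reads, a log2 ratio of -5.89 (-6.57 to -5.28), and the difference between the 2 genes was within counting error. On the TPM scale, the log2 ratios of the 3 genes were -8.11, -7.12 and -7.06. Among the 1920 genes with a TPM above 100 in at least 1 library, they ranked at 7, 9 and 12 by size of the fall.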

The weak growth of FJNU027 strain in oligotrophic medium might be the reason for low expression of these genes. 

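Over the 5584 compared genes, log2(scaled count + 1) of the O group and of the G group correlated across genes with a Pearson's r of 0.65 and a Spearman's rho of 0.66, where genes are not independent replicates. The correlation between 2 cultures of the same medium was not measured. The middle part of the log2 ratios O/G by size factors, from the 25th to the 75th percentile, ran from -1.13 to 1.46, and the 5th and 95th percentiles were -2.86 and 3.92. At least 16-fold changes were found in 361 genes by size factors, of which 261 were higher and 100 were lower in the O group. On the TPM scale this split reversed, with 99 genes higher and 286 genes lower. Whatever the scaling of the 5 tried, 764 genes were higher and 1450 genes were lower in the O group. Each scaling shifts all log2 ratios by the same constant, so these are the smallest numbers given by any single scaling.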

The transcriptome data exhibited the significant changes in expression profile of FJNU027 strain cultured on different media, which led to the change of metabolic profile in FJNU027 strain.

## 5 Conclusions

Marine *Streptomyces* are the promising source for discovery of lead compounds. In this study, the oligotrophic condition was used to stimulate the FJNU027 strain producing 3, 4‐dimethylphenol dimer which was firstly isolated from organisms. The results suggested the OSMAC approach is an effective way for novel SMs discovery from *Streptomyces*. Furthermore, the induction mechanism of 3, 4‐dimethylphenol dimer should be explored in future studies.

## Author Contributions

**Feifei Wang:** conceptualization, methodology. **Huimin Yuan:** methodology. **Cuie Bai:** methodology. **Haiyan Li:** methodology. **Li Xu:** writing – review and editing. **Lingjun Yu:** supervision, writing – original draft. **Lianzhong Luo:** writing – review and editing, funding acquisition. **Yongbiao Zheng:** supervision, writing – review and editing, funding acquisition.

## Ethics Statement

The authors have nothing to report.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Table S1:** The ten highest upregulated genes from transcriptome data. **Table S2:** The ten highest downregulated genes from transcriptome data. **Table S3:** The transcription of the PKS gene and P450 gene from transcriptome data.

## Data Availability

The transcriptome sequence data are openly available in the GEO database under accession GSE278152: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE278152. Other data are included within the article and its Supporting Information.

# Supplementary material for: Activation of the Dimer of 3, 4‐dimethylphenol Production From Marine Streptomyces sp. FJNU027 Under Oligotrophic Condition
**Source:** Microbiologyopen. 2025 Dec 1;14(6):e70191. doi: 10.1002/mbo3.70191
**Supplement:** Supplementary file 1 — Table S1: The ten highest upregulated genes from transcriptome data. Table S2: The ten highest downregulated genes from transcriptome data. Table S3: The transcription of the PKS gene and P450 gene from transcriptome data.

**Activation of the dimer of 3, 4-dimethylphenol production from marine *Streptomyces* sp. FJNU027 under** **oligotrophic condition**

Feifei Wang^1^, Huimin Yuan^1^, Cuie Bai^1^, Haiyan Li^1^, Li Xu^2^, Lingjun Yu^1,^*, Lianzhong Luo^2,^*, Yongbiao Zheng^1,^ *

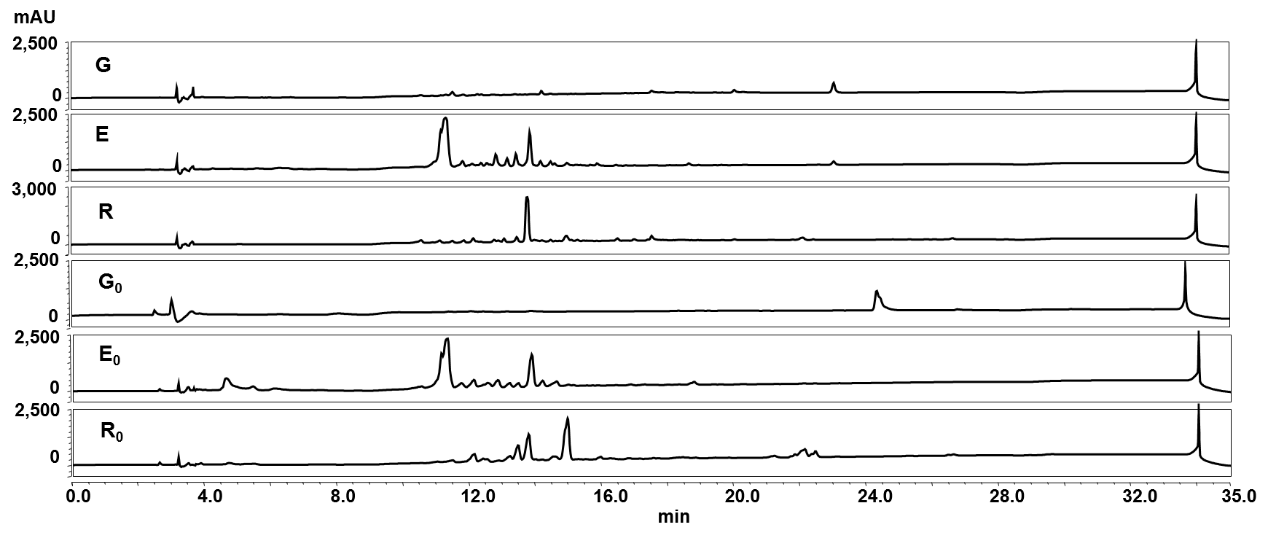

**Figure S1** HPLC analysis of secondary metabolites from *Streptomyces* sp. FJNU027. G represented the FJNU027 strain cultured in modified Gauze's medium; E represented the FJNU027 strain cultured in eutrophic medium; R represented the FJNU027 strain cultured in rice medium; G_0_, E_0_ and R_0_ represented modified Gauze's medium, eutrophic medium and rice medium without the FJNU027 strain, using as controls.

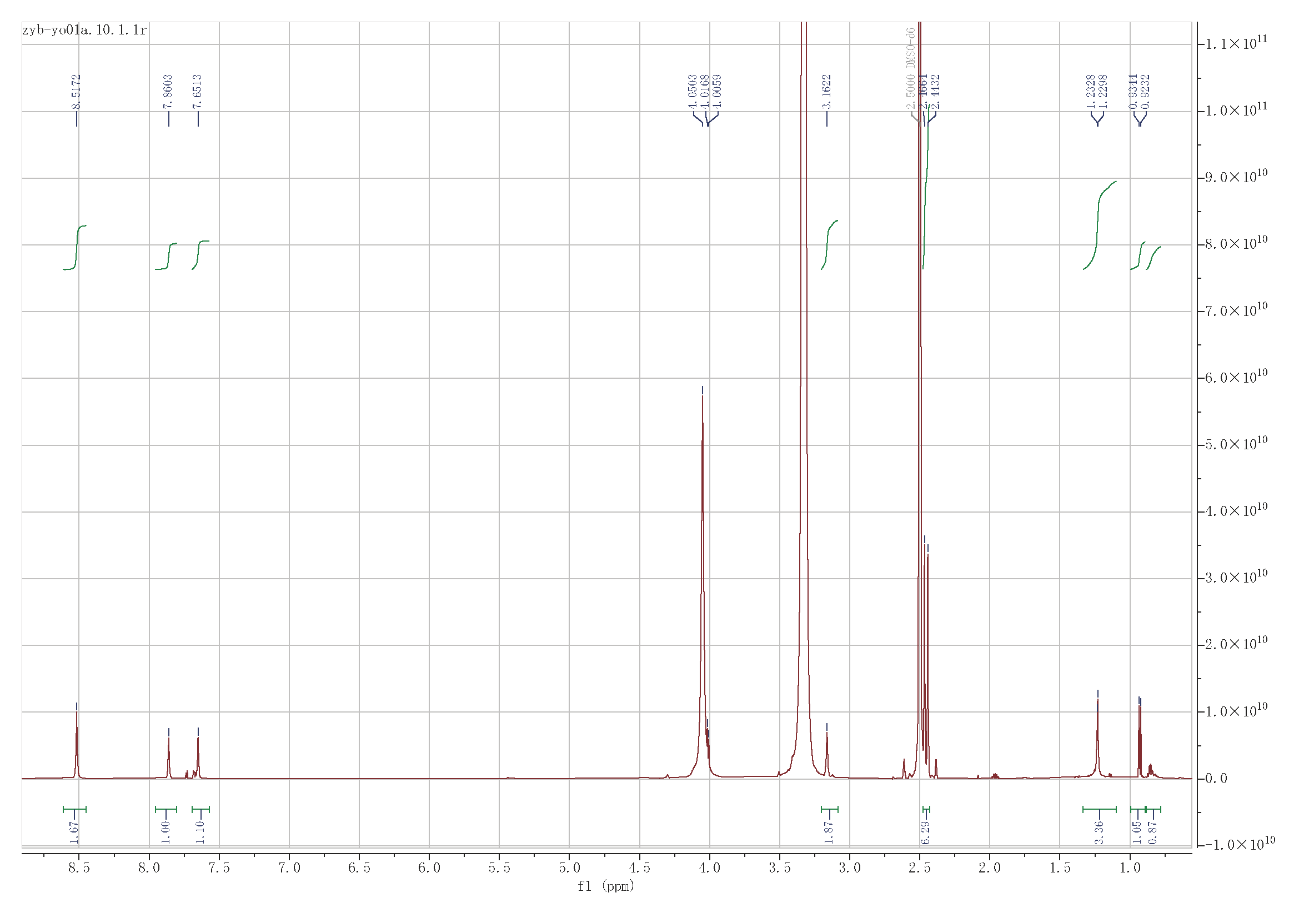

**Figure S2** ^1^H-NMR spectra of Compound **1**

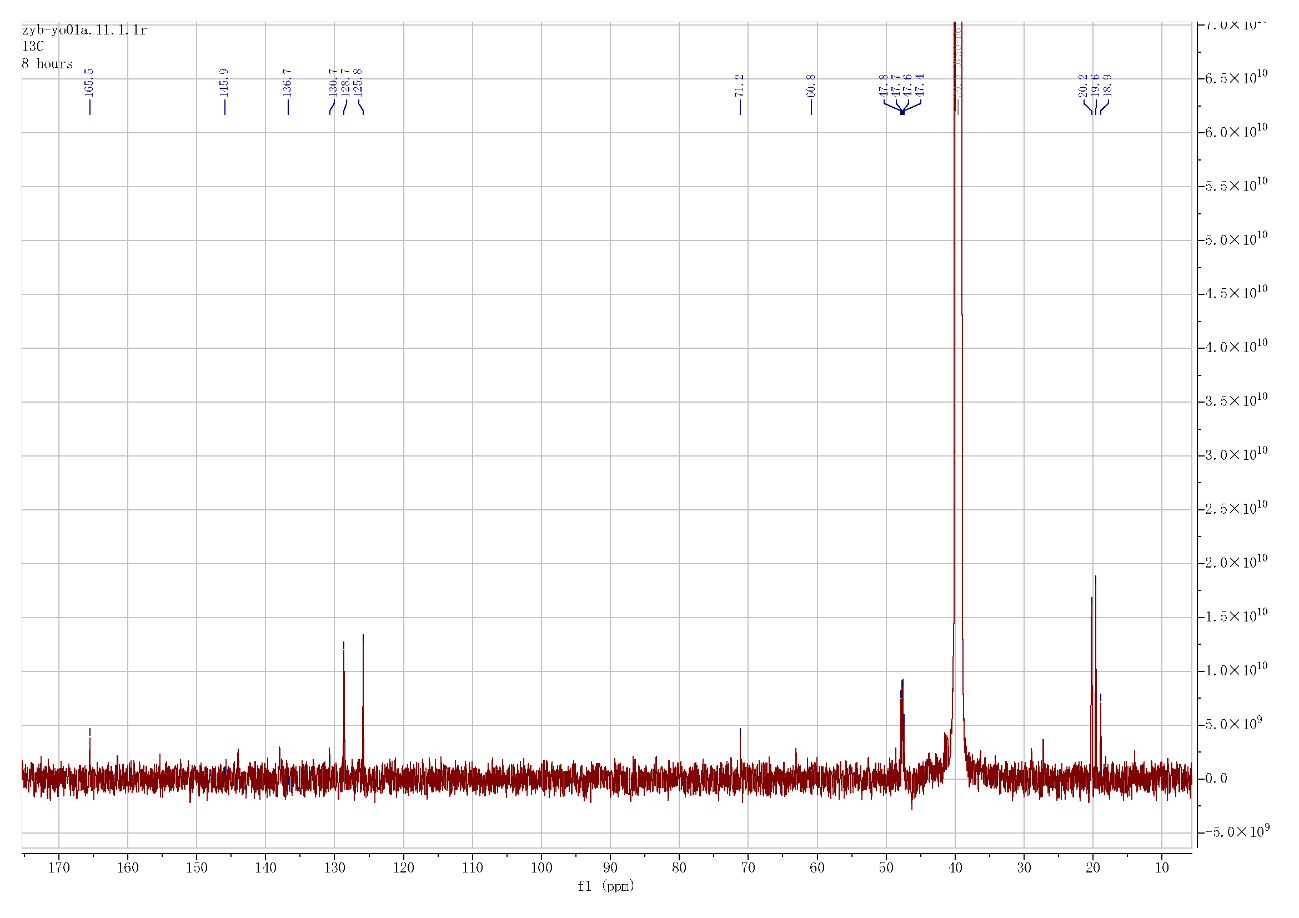

**Figure S3** ^13^C-NMR spectra of Compound **1**

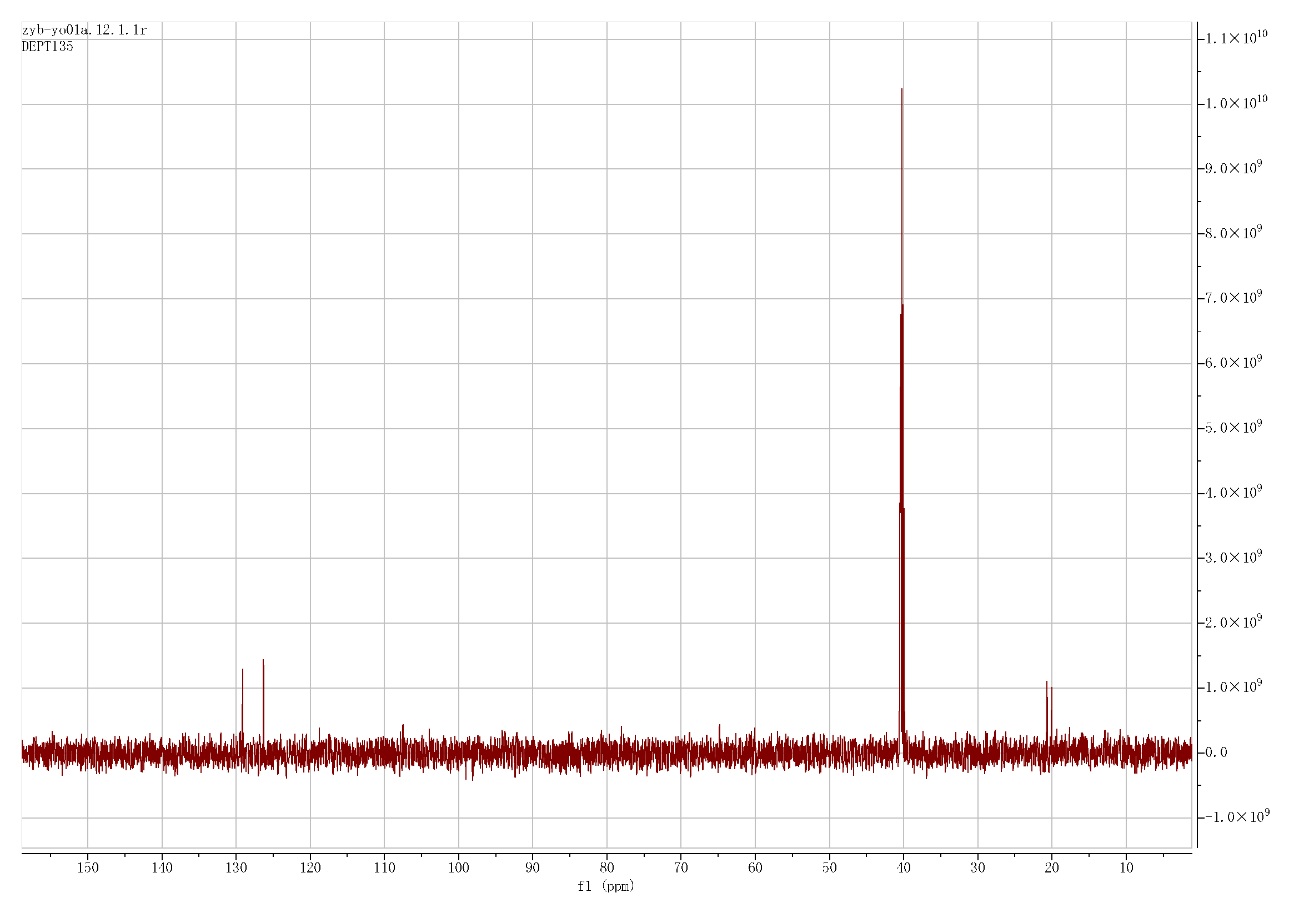

**Figure S4** DEPT spectra of Compound **1**

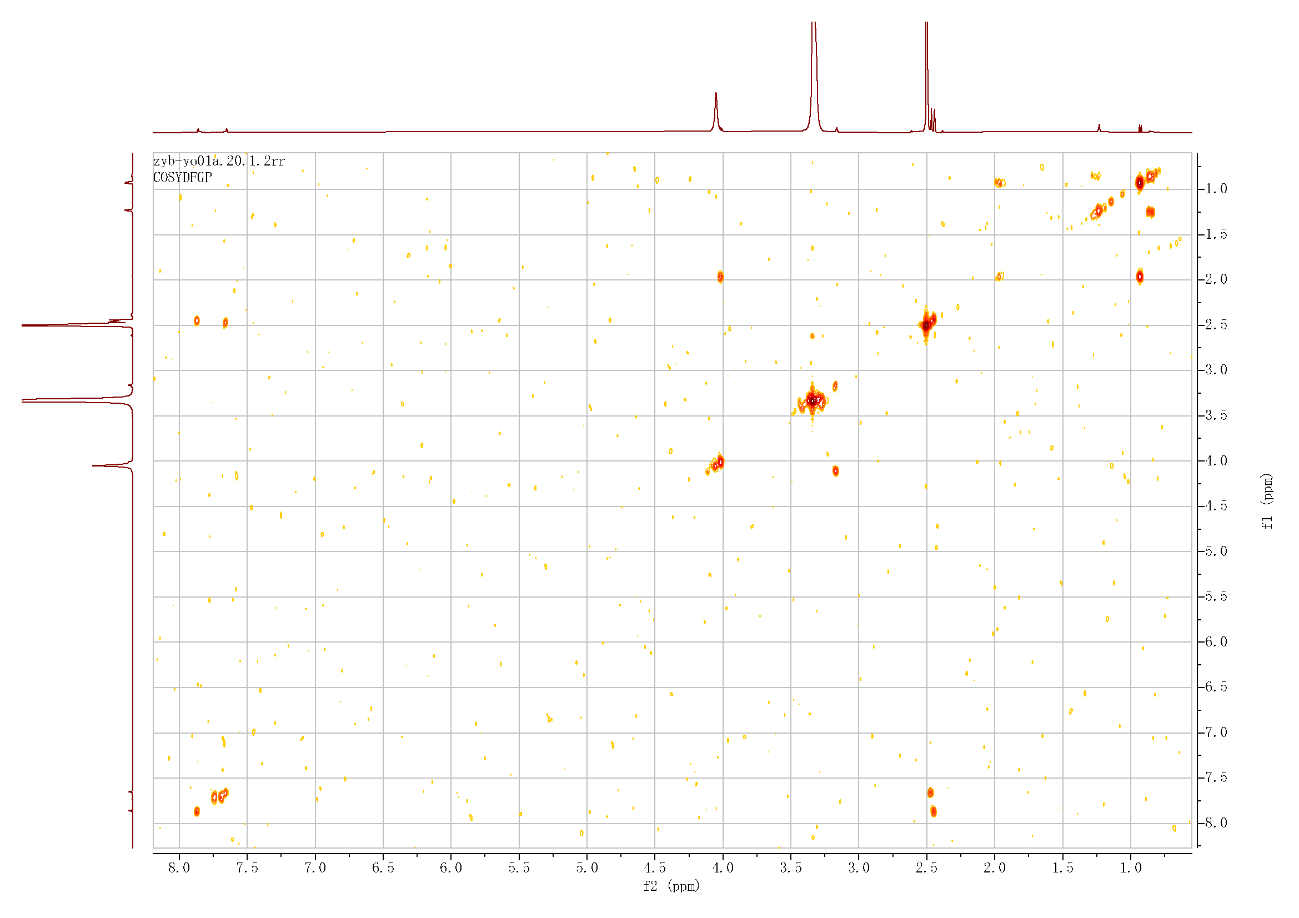

**Figure S5** ^1^H-^1^HCOSY spectra of Compound **1**

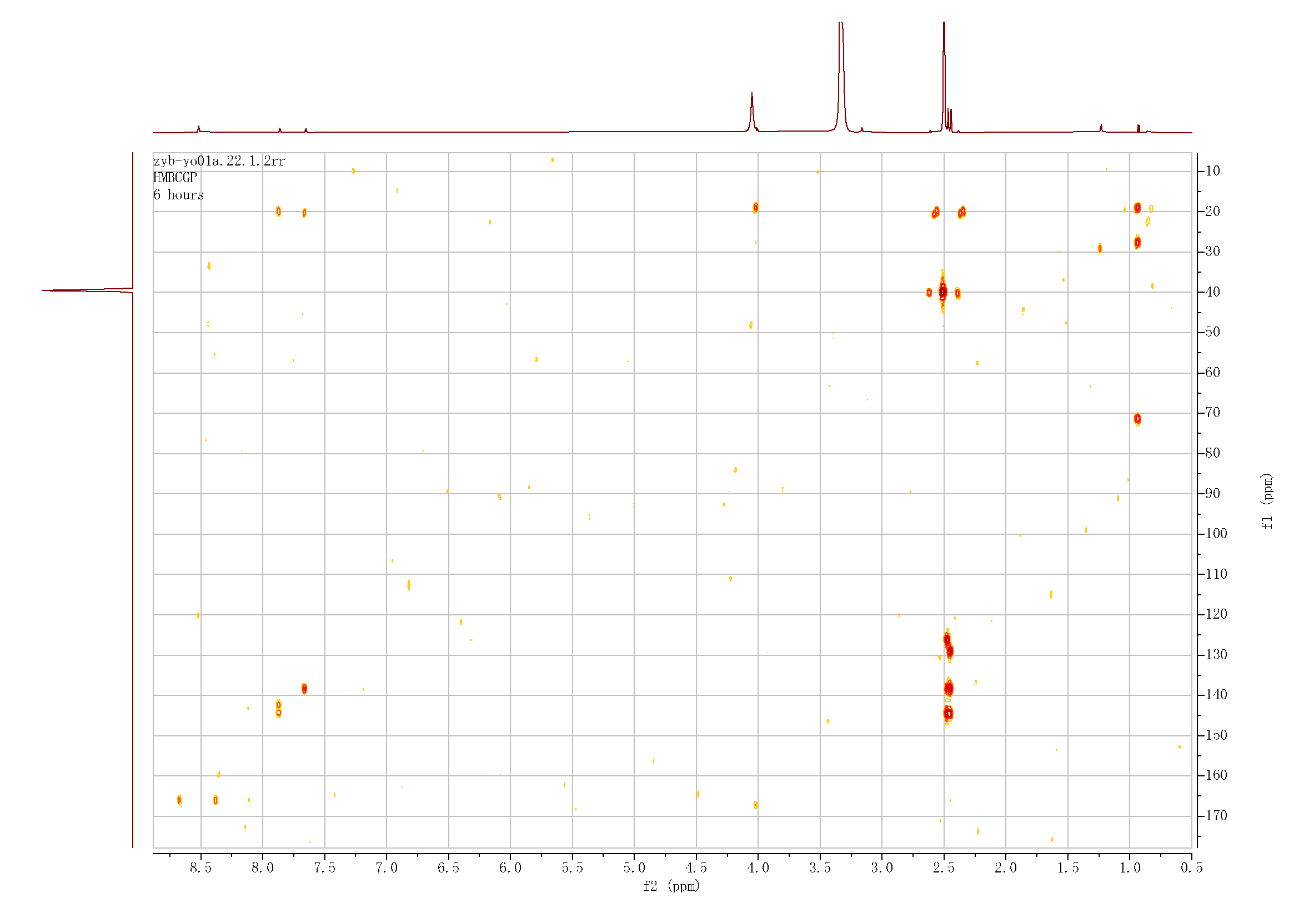

**Figure S6** HMBC spectra of Compound **1**

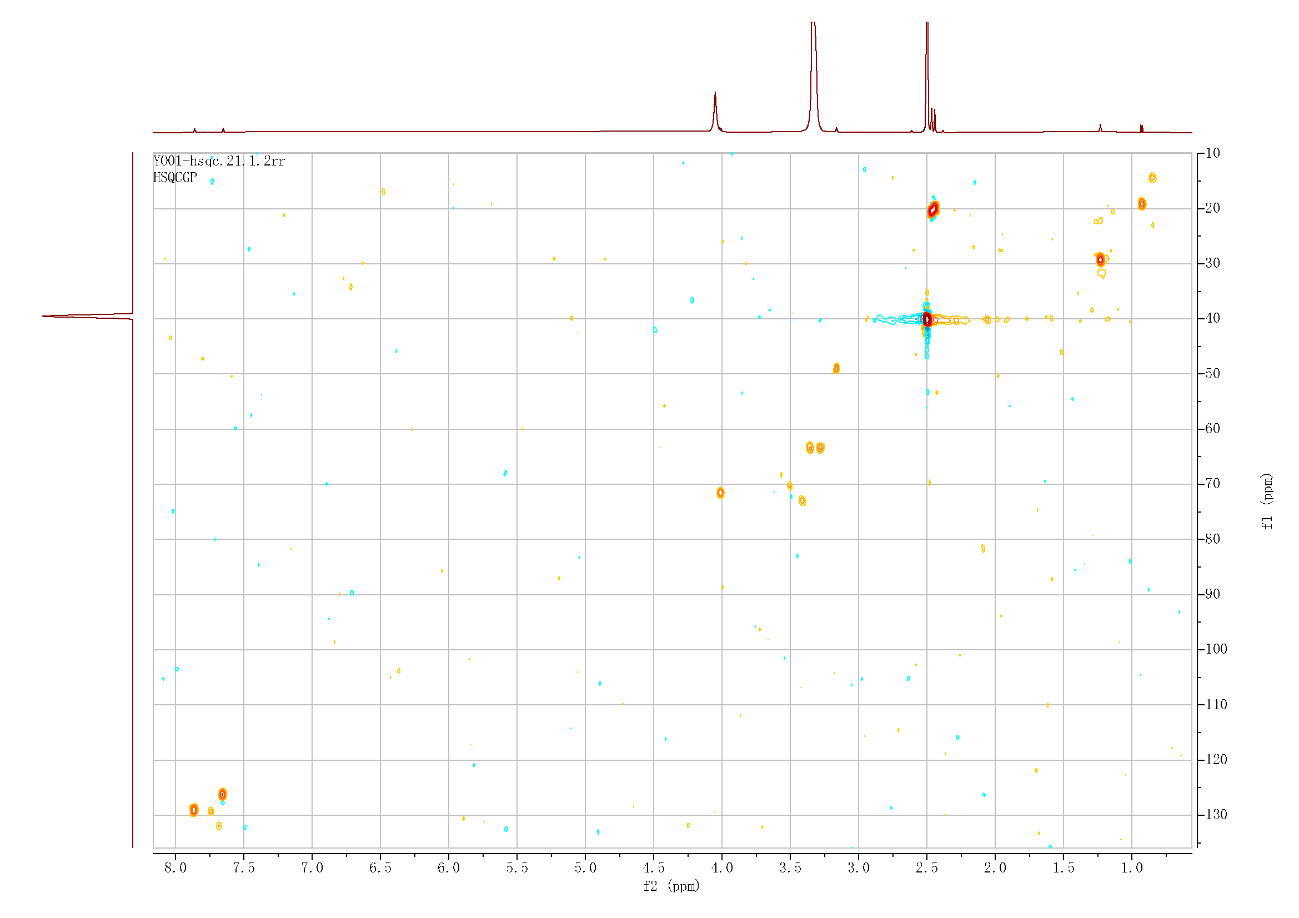

**Figure S7** HSQC spectra of Compound **1**

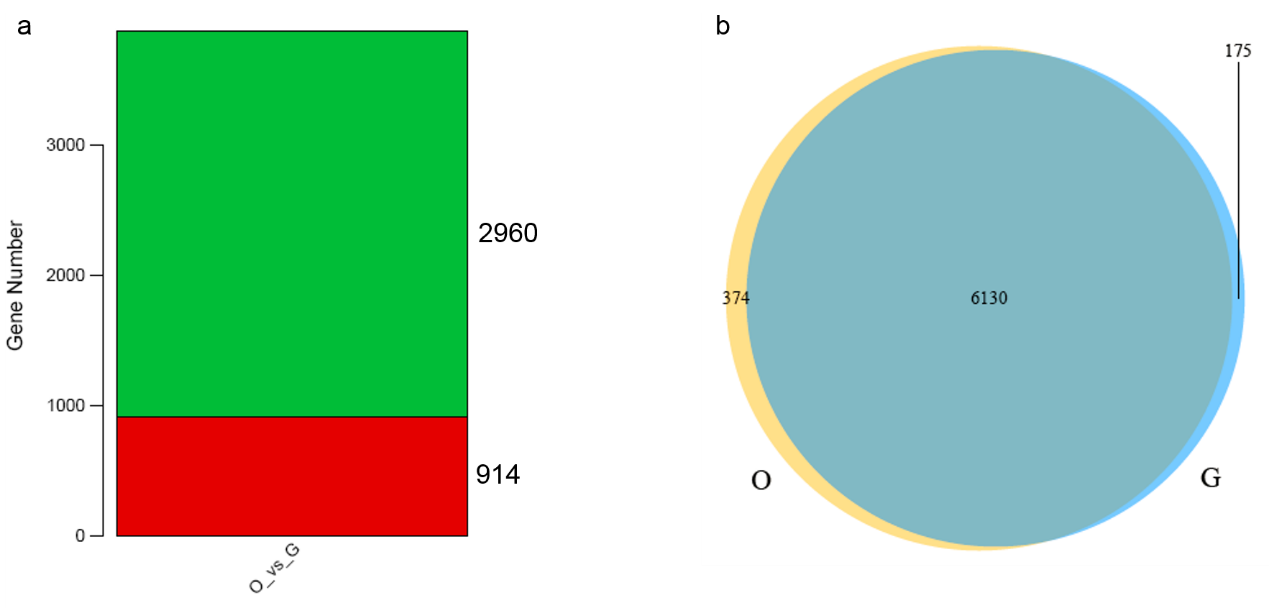

**Figure S8** The differentially expressed genes (DEGs) between O group and G group. (a) The barplot of DEGs, the red barplot represented upregulated genes and the green barplot represented downregulated genes; (b) The venn map of gene expression, the overlapping area represented genes expression in both groups; the non-overlapping area represented the specific genes expression between different groups. O represented the sample from oligotrophic medium; G represented the sample from modified Gauze's medium.

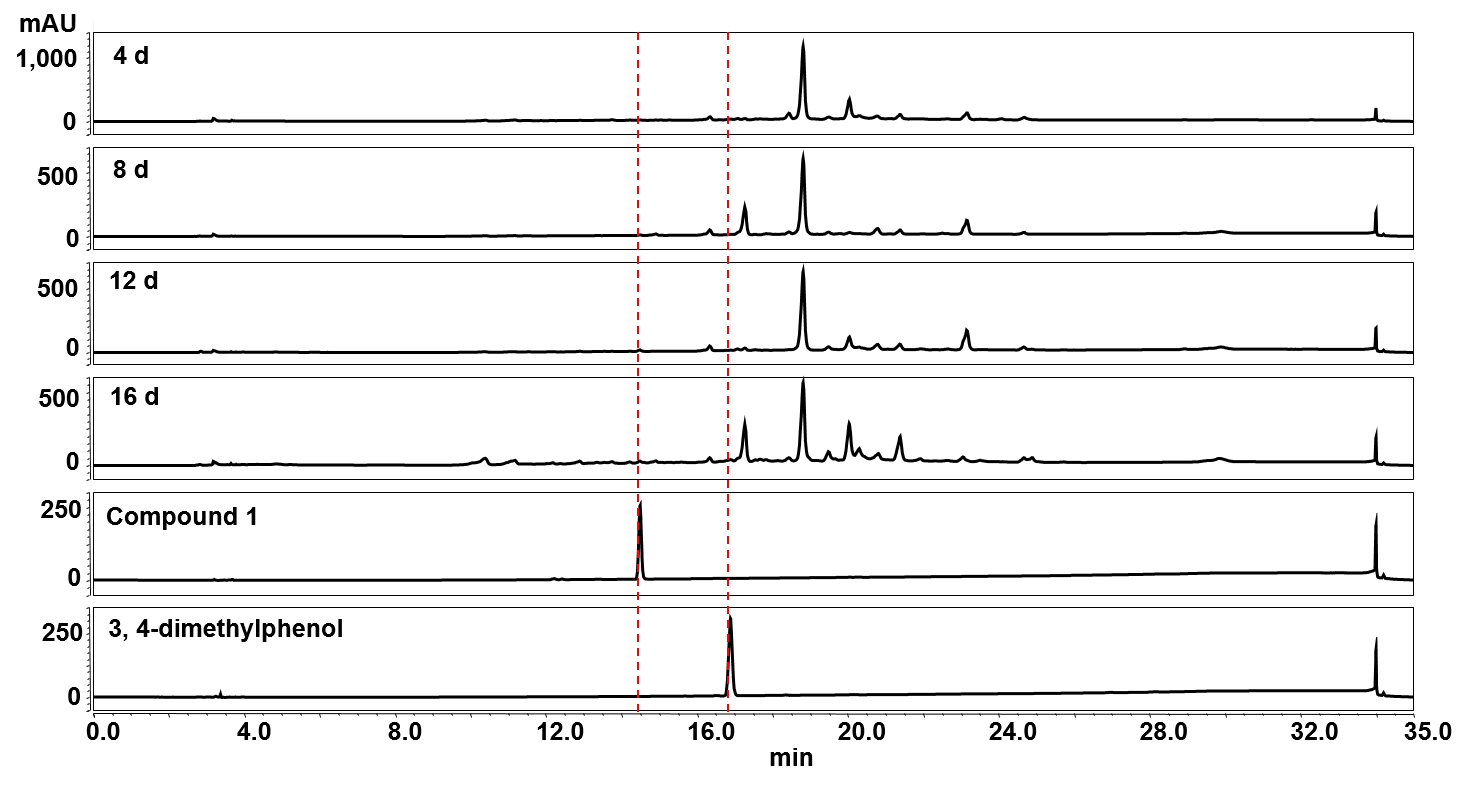

**Figure S9** HPLC analysis of the **1** production. The FJNU027 strain was cultured in modified Gauze's medium with the exogenous addition of 3, 4-dimethylphenol (final concentration was 80 mM) for 4 d, 8 d, 12 d, and 16 d. Compound **1** and 3,4-dimethylphenol were used as standards.

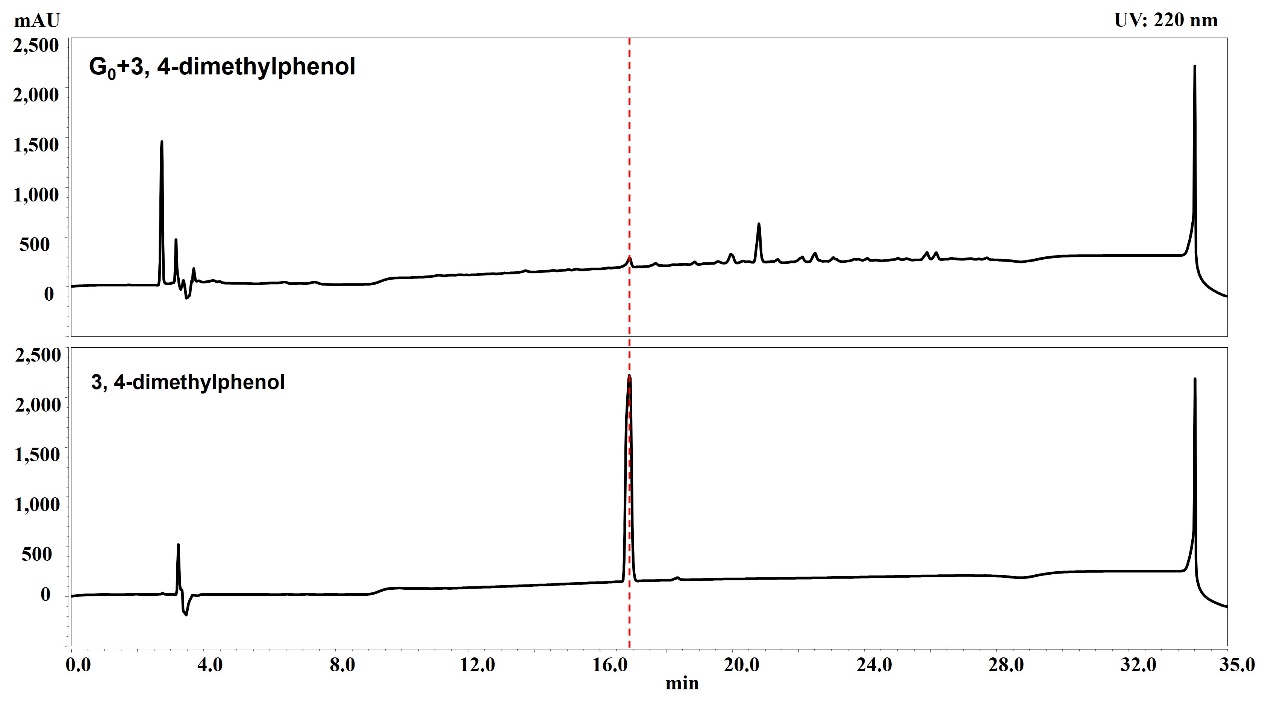

**Figure S10** HPLC analysis of 3,4-dimethylphenol. G_0_+3,4-dimethylphenol represented 3, 4-dimethylphenol was added into modified Gauze's medium without the FJNU027 strain (final concentration was 80 mM) for 4 d. The same concentration of pure 3,4-dimethylphenol was used as the standard.

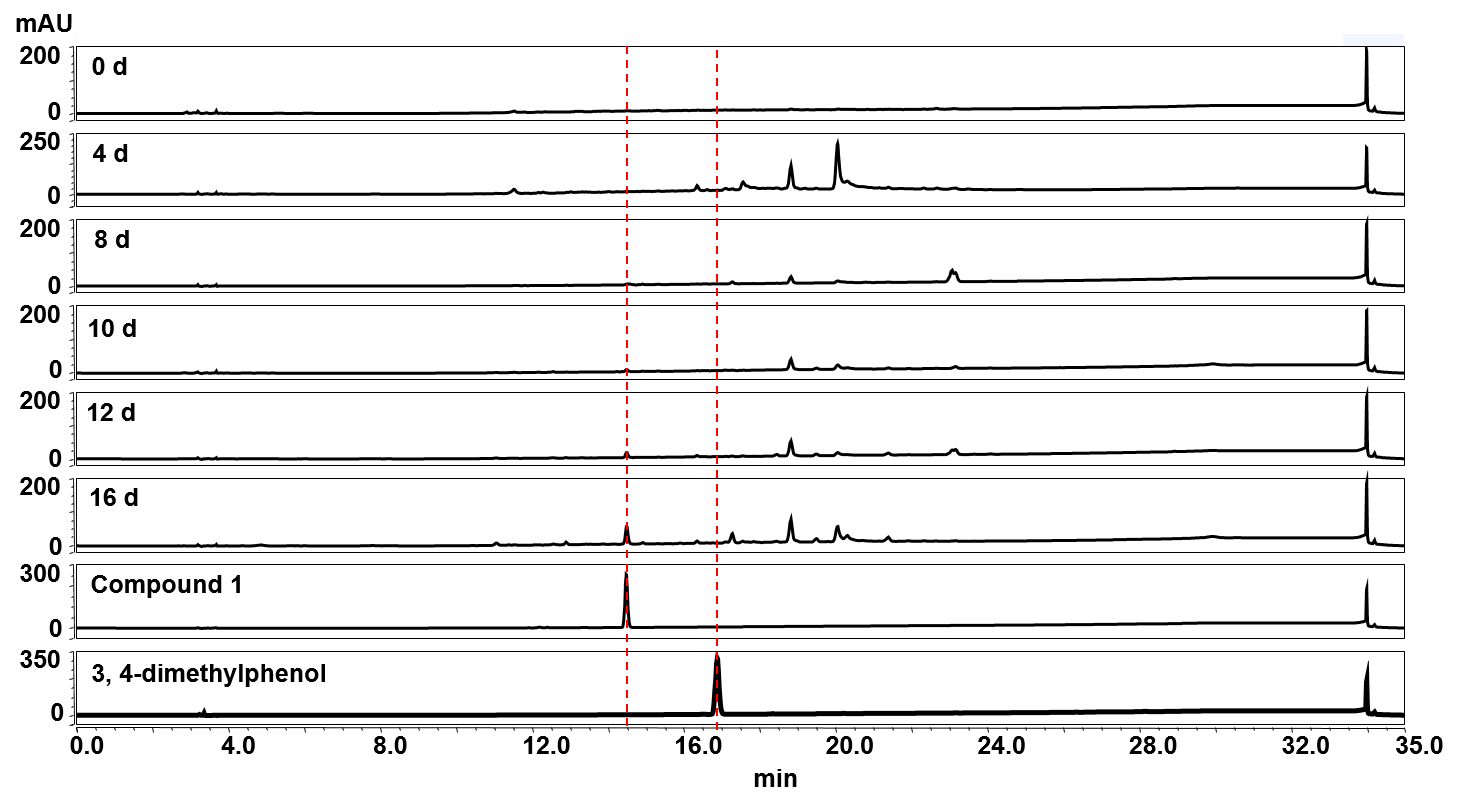

**Figure S11** HPLC analysis of the 3, 4-dimethylphenol production in oligotrophic medium. Compound **1** and 3,4-dimethylphenol were used as standards.

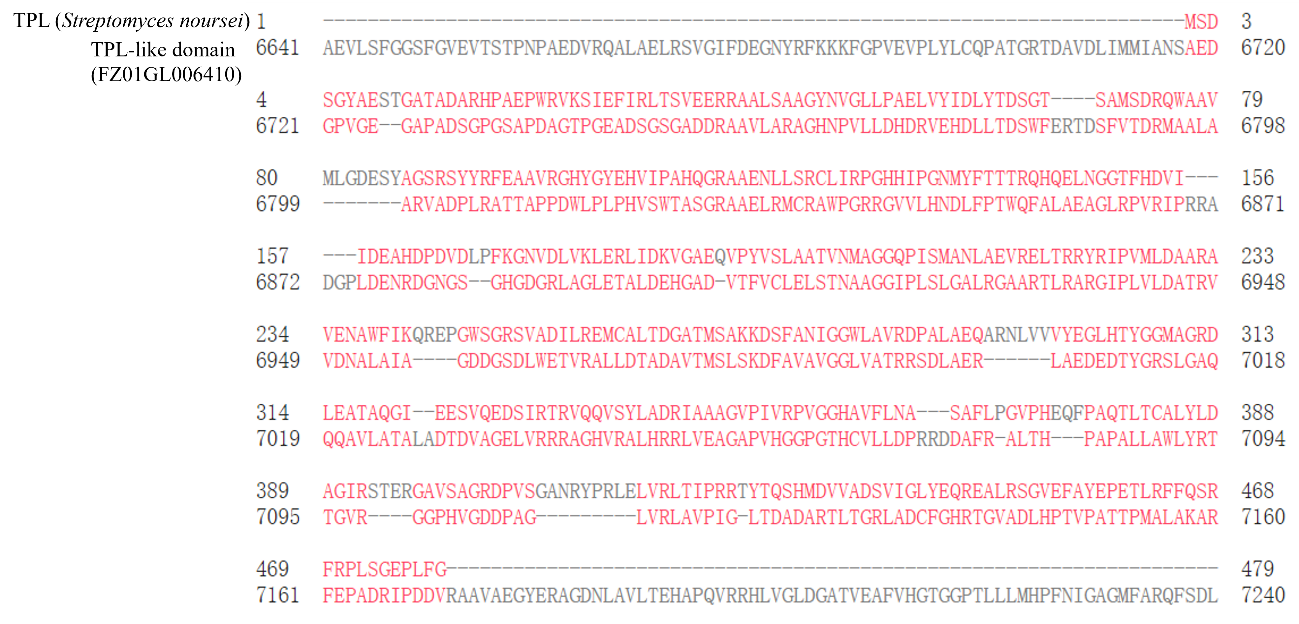

**Figure S12** Alignment of the amino acid sequence of TPL (tyrosine phenol-lyase)-like domain in protein FZ01GL006410 with a known TPL from *Streptomyces noursei* (NCBI accession no. AIA01240.1). The red color indicates high conserved ones.

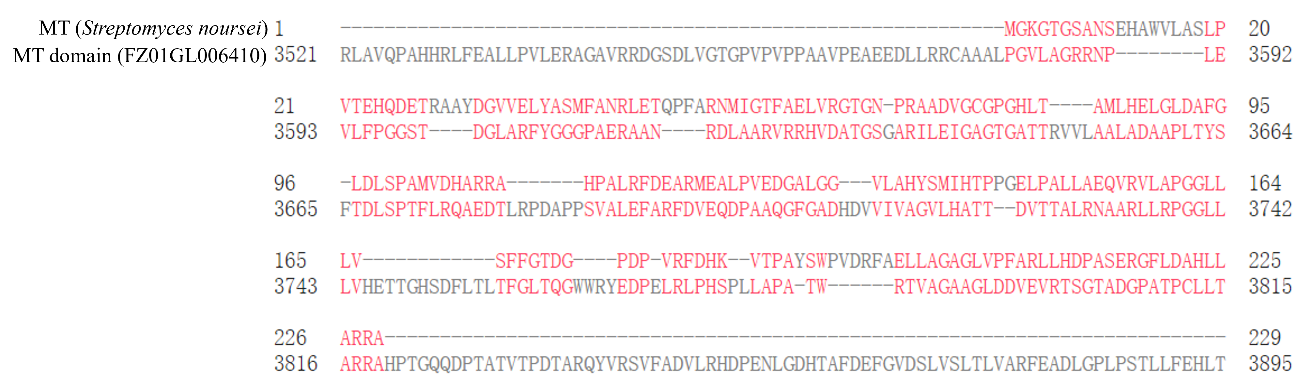

**Figure S13** Alignment of the amino acid sequence of MT (Methyltransferase) domain in protein FZ01GL006410 with a known MT from *Streptomyces noursei* (NCBI accession no. GGX01291.1). The red color indicates high conserved ones.

Table S1 The ten highest upregulated genes from transcriptome data

| Gene ID | log_2_Fold Change (O/G) | qValue | Definition |
| --- | --- | --- | --- |
| FZ01GL002070 | 21.6 | 5.61E-291 | glycosidase |
| FZ01GL006260 | 21.1 | 2.11E-84 | TraR/DksA C4-type zinc finger protein |
| FZ01GL005775 | 20.3 | 1.35E-42 | ribonuclease |
| FZ01GL006040 | 8.6 | 0 | glycoside hydrolase |
| FZ01GL000546 | 7.4 | 0 | S8 family peptidase |
| FZ01GL004528 | 7.1 | 9.81E-164 | M14 family metallopeptidase |
| FZ01GL001555 | 7.1 | 1.97E-156 | SGNH/GDSL hydrolase family protein |
| FZ01GL002300 | 7.0 | 0 | RNA polymerase sigma factor |
| FZ01GL003984 | 6.4 | 0 | peptidase inhibitor family I36 protein |
| FZ01GL006790 | 6.1 | 2.74E-300 | glycoside hydrolase family 64 protein |

Table S2 The ten highest downregulated genes from transcriptome data

| Gene ID | log_2_Fold Change (O/G) | qValue | Definition |
| --- | --- | --- | --- |
| FZ01GL003426 | -22.1 | 1.99E-101 | MarR family transcriptional regulator |
| FZ01GL003427 | -10.0 | 0 | MFS transporter |
| FZ01GL004441 | -8.7 | 0 | MFS transporter |
| FZ01GL003026 | -8.1 | 1.61E-71 | 1-phosphofructokinase |
| FZ01GL006504 | -7.1 | 0 | fumarate reductase/succinate dehydrogenase |
| FZ01GL001953 | -7.1 | 4.18E-75 | ABC transporter |
| FZ01GL006505 | -7.1 | 0 | succinate dehydrogenase/fumarate reductase iron-sulfur subunit |
| FZ01GL003025 | -6.9 | 6.34E-103 | DeoR/GlpR family DNA-binding transcription regulator |
| FZ01GL006250 | -6.6 | 9.30E-82 | N-formylglutamate amidohydrolase |
| FZ01GL002088 | -6.5 | 0 | FAD-binding oxidoreductase |

Table S3 The transcription of the PKS gene and P450 gene from transcriptome data

| Gene ID | Mean TPM (O) | Mean TPM (G) |
| --- | --- | --- |
| FZ01GL006410 | 10.85 | 1.16 |
| FZ01GL006417 | 123.85 | 12.11 |

How the deposited data were processed for this re-analysis (not part of the article)

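RNA-seq was carried out on Streptomyces sp. FJNU027 in oligotrophic medium (O group) and modified Gauze's medium (G group), with 1 deposited library per medium at 8 d. Both libraries were mapped to their medium by their labels, which the paper's group names match. The authors depleted rRNA, prepared stranded libraries, cleaned the reads, compared them to the genome of the strain with BCFtools and Rockhopper and counted them per gene with featureCounts. Versions, strand setting and the treatment of reads mapping to several genes are not given in the sources used here. Genes that overlap, or that have near-identical copies, may therefore share reads, and such genes could not be told from the files.

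The authors deposited raw counts per gene and FPKM values, rounded to 2 decimals. Counts, FPKM values and counted totals implied the same length of each gene in both libraries, within 0.155% over 1732 genes. No gene lengths were available, so the implied lengths themselves could not be checked. TPM was computed from FPKM by division by the FPKM sum. Of the columns with values of a library, 0 could not be mapped. The IDs of the genes were looked up in a RefSeq gene table of Streptomyces seoulensis, the species given in the labels, and none matched, so gene names are those of the paper, and no coordinates or GO and KEGG terms were used. The GO and KEGG analyses of the paper were not repeated.

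Counts were scaled by DESeq2's median-of-ratios size factors, since the paper names DESeq2. A test by DESeq2 or edgeR's quasi-likelihood method needs replicates and was not run, and the paper's text does not state how many libraries its qValues rest on. A gene was compared with at least 10 counts in at least 1 library (5584 genes), and counted as higher or lower at a ratio of at least 2 in either direction with a 95% Clopper-Pearson interval that excluded a ratio of 1. A count of 0 was replaced by 3 reads, per library, for a lower bound. A count of 3 corresponds to 9.25e-05% of the counts in the O group and 0.000222% in the G group. On a gene of 1 kb, 1 read was worth a TPM of 0.181 in the O group and 0.594 in the G group, so low values are more precise in the O group. Intervals cover counting error only, and reads of PCR-amplified libraries are not independent molecules.

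The calling was tested on simulated libraries of the same totals in which 200 genes were changed 4-fold. Both libraries were given the same profile, averaged over the 2 real ones. The changed genes were split evenly into rises and falls and drawn only from genes with enough expected reads. The recovery therefore does not cover genes with few reads, a large share of changed genes or the abundant genes that set the O group apart. With counting error alone, 100% of the changed genes were recovered and 38 unchanged genes were called among 5535. With a simulated coefficient of variation of 0.2 between cultures, 98% were recovered and 219 unchanged genes were called among 5571. With 0.4, 88.5% were recovered and 1332 unchanged genes were called among 5494. edgeR's exact test with an assumed coefficient of variation of 0.4 recovered 3.5% in that simulation, with 0 unchanged genes called. The counts of changed genes are thus descriptions of these 2 libraries.

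Alternatives set before the data were examined were the TMM factors of edgeR, total counts, total counts without the 10 most abundant genes of each library, the TPM scale, no low-count filter, a filter of 50 counts, the fold threshold without interval, an interval beyond 2-fold, and assumed coefficients of variation of 0.1, 0.2 and 0.4 with Benjamini-Hochberg adjusted p under 0.05. Detection was recomputed at 3 reads, at 10 reads, on FPKM, on TPM and with the O group drawn down to the total of the G group. Pseudocounts, genes ranked and distances between IDs were varied likewise. The text names every gene the paper names (their values in the paper's tables had been seen), the 6 IDs between the PKS gene and the P450 gene, and, outside these, the 2 IDs with the largest rise and the 2 with the largest fall of the interval's end nearer to no change, among genes with a TPM above 100. Genes named outside this rule were chosen after their values were seen, as stated there. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 were used.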

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

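The tests of explanations in this part were chosen after the results were seen.

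The paper reports on the PKS gene FZ01GL006410 and the P450 gene FZ01GL006417. The IDs around them carried a signal that the paper does not report. In the stretch from FZ01GL006392 to FZ01GL006422, bounded after the values were seen, 30 of 31 IDs were at least 2-fold higher in the O group, 28 of them outside the 2 genes the paper names. The exception was FZ01GL006404. The stretch held 20389 reads in the O group and 1720 reads in the G group, with a median log2 ratio of 4.18 by size factors and 3.00 on the TPM scale, and 5 of its IDs had no read in the G group, where the bound was used. The implied lengths sum to 61.0 kb. By size factors it was the longest rising stretch of all IDs, where single uncalled IDs were bridged. On that scale the next longest rising stretch held 15 called IDs and the longest falling stretch held 18.

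Several technical explanations were set against the tables. At least 28 of the 31 IDs were called on each of the 5 scalings. Each scaling shifts all log2 ratios by 1 constant, and the stretch was bounded by its calls, so this is no separate test. It shows only that most of these changes are larger than what the scalings move. The larger total of the O group is not enough, since 30 of the IDs had more reads in the O group after it was drawn down to the total of the G group, in each of 100 draws. This draw largely repeats the scaling by total counts, on which 29 IDs were called. A chance run of independent IDs would appear in shuffled orders, but the longest stretch over 1000 shuffled orders of the calls by size factors held 18 called IDs. Shuffling also removes the correlation of consecutive IDs (Pearson's r of 0.41), so a run among correlated neighbours is not tested by it. In the real order, the next longest rising stretch held 15 called IDs. Reads shared between repeated domains of large genes would raise the large genes, but 26 of the 27 IDs with an implied length under 2000 bp were called. Variation between cultures stays open, because only 1 library per medium was deposited. With an assumed coefficient of variation of 0.4, edgeR's exact test called 27 of the IDs, but the true variation is not known. A candidate explanation is that these IDs belong to 1 gene cluster that responds to the medium as a unit. The biological part of it, the response to the oligotrophic medium, remains untested with 1 library per medium from a single day. The paper mentions weak growth in the oligotrophic medium, and growth and medium cannot be told apart here.

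Among genes with a TPM above 100 outside the genes the paper names, changes were ranked by the end of the counting interval nearer to no change, so an ID with fewer reads and a larger ratio can rank lower. By this order FZ01GL003980 and FZ01GL002904 had the largest rises. FZ01GL003980 had 5929 reads in the O group and 7 reads in the G group, a log2 ratio by size factors of 9.19 (95% counting interval 8.14 to 10.50). FZ01GL002904 had 2011 and 5 reads, a log2 ratio of 8.11 (6.89 to 9.74). The largest falls by the same order were FZ01GL002366, with 14 reads in the O group and 757 in the G group and a log2 ratio of -6.30 (-7.18 to -5.54), and FZ01GL004972, with 1 and 164 reads and a log2 ratio of -7.90 (-13.21 to -5.40). Each scaling shifts all log2 ratios by the same constant, so IDs picked for large changes keep them and trying the scalings is no separate test. Over the 5 scalings, the lowest log2 ratio of the 2 rising IDs was 6.94. The value nearest to 0 of the 2 falling IDs was -6.27. These changes are thus larger than what the choice among these scalings moves. The files give these IDs no function, and the variation between cultures stays open as for all genes.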

How the results depend on the processing

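With 1 library per medium, leaving out a replicate was not possible. No paired analysis was possible because each medium has 1 library. The TPM scale with the fold threshold alone and the replacement of a TPM of 0 by 0.0001 were chosen after the values were seen.

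The split of changed genes into higher and lower depended on the scaling. By size factors, 1680 genes were higher, 1479 were lower and 46.8% of the changed genes were lower in the O group. TMM factors gave 1698 and 1450. Total counts gave 1059 higher and 2327 lower genes, and the share of lower genes reversed to 68.7%. Without the 10 most abundant genes of each library in the totals, the share reversed to 58.1%, with 1345 higher and 1866 lower genes. On the TPM scale, 764 genes were higher, 2873 were lower and the share reversed to 79.0%. With the fold threshold alone on that scale, chosen after seeing the data, 884 genes were higher, 2914 were lower and the share was 76.7%. These scalings differ by construction in how far the abundant genes of the O group lower the others. The log2 size ratio O/G was 0.54 for size factors, 0.51 for TMM, 0.89 and 1.26 for total counts without and with the most abundant genes, and 1.71 for the TPM scale.

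The filters and error models moved the numbers without changing which direction held more genes. At a minimum of 50 counts, 44.9% of the changed genes were lower. An interval beyond 2-fold left 956 lower genes, 44.5% of the changed genes. An assumed coefficient of variation of 0.4 left 673 higher and 365 lower genes, and 35.2% of the changed genes were lower. The stricter settings by construction call fewer genes. An absent filter, the fold threshold without interval on the size factor scale, and assumed coefficients of variation of 0.1 and 0.2 kept both numbers within 1.5 times.

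Detection depended on the threshold. At 3 reads against 0, 206 genes were detected only in the O group and 68 only in the G group. At 10 reads against fewer, the numbers were 814 and 323. With a TPM of at least 1, 344 genes were detected only in the O group and 501 only in the G group, and with the O group drawn down to the total of the G group 288 and 357, so that in both settings the G group had more. Both settings rest on totals that include the most abundant genes. The deposited FPKM values gave the same numbers as the counts.

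For the PKS gene, the log2 ratio was 3.67 with total counts and 3.22 on the TPM scale, and for the P450 gene 3.80 and 3.35, against 4.40 and 4.53 by size factors. The median of the 6 IDs between them was 2.66 with total counts and 2.21 on the TPM scale. All remained above 2-fold. The laccase-like gene stood above 0.861% of the genes in the O group when only genes with a read were ranked, since genes without a read leave the ranking. All 10 genes of Table S1 and all 10 genes of Table S2 kept their call on each scaling and with 0.5 reads in place of 3 for a count of 0. As these genes had been picked for large changes, this is no separate test.

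The correlation of log2 ratios between consecutive IDs was 0.49 at a minimum of 50 counts and 0.056 between IDs 10 apart, against 0.41; the cause of the former was not tested. The 10 most abundant genes held 49.0% of the TPM in the O group and 7.32% in the G group, and the 100 most abundant genes held 49.2% and 28.1% of the counts.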

Differences from the paper's values

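The paper reports 914 upregulated and 2960 downregulated genes, and 1680 higher and 1479 lower genes were found here by size factors. The totals, 3874 in the paper and 3159 here, were within 1.5 times. Of the alternatives set before the data were examined, total counts (1059 and 2327) and the TPM scale (764 and 2873) came within 1.5 times of both of the paper's numbers. Total counts without the most abundant genes, the filter of 50 counts, the interval beyond 2-fold and the assumed coefficient of variation of 0.4 did so for the upregulated genes only. TMM, no filter, the fold threshold alone and assumed coefficients of variation of 0.1 and 0.2 did so for neither. The TPM scale with the fold threshold alone, chosen after seeing the values, gave 884 and 2914.

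The paper states 51599354 clean reads for the O group and 46678424 for the G group, and the deposited counts sum to 3244833 and 1351036. These are different quantities, since the paper's are reads before counting on genes. The paper also gives the shares of clean reads that mapped, and most of the mapped reads are not in the counts. No alternative bears on this.

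The paper's log2 fold changes in Tables S1 and S2 were on the TPM scale. For the 7 and 9 genes with reads in both groups, they differed from the log2 TPM ratios by at most 0.04 and 0.05, while the ratios by size factors were 1.17 higher. For the 4 genes with no read in 1 group, the paper gives 21.6 for FZ01GL002070, 21.1 for FZ01GL006260, 20.3 for FZ01GL005775 and -22.1 for FZ01GL003426. A TPM ratio in which 0 was replaced by 0.0001, a value chosen after seeing the paper's numbers, gave 21.58, 21.11, 20.31 and -22.15. With 3 reads assumed for a count of 0, the log2 ratios by size factors were 9.11, 6.87 and 5.71 for the 3 rises and -7.54 for the fall. The 95% counting intervals reached nearer to no change, to 8.81, 6.57, 5.40 and -7.24.

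The paper calls the genes of Tables S1 and S2 highly significant DEGs with a TPM above 100, and the table titles call them the 10 highest. The ranks given here are by ratio alone and leave out significance, so IDs ranked above a table's last gene may have been excluded by it. In Table S1, 8 of 10 genes were within the first 10 by ratio, with genes without a read in 1 group placed first, and 6 IDs outside the table ranked above its last gene. In Table S2, 5 of 10 genes were within the first 10, and likewise 6 IDs outside the table ranked above its last gene. The paper calls the 374 and 175 genes detected in only 1 medium DEGs. Of these, 74 and 16 had enough reads to be compared here.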

Other observations

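The tests of genes with few reads and of the depth by size factors were set before their results were seen, and the other tests of explanations in this part were chosen after the results were seen.

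The excess of lower genes on the TPM scale was examined further. FZ01GL003984 and FZ01GL000299 held 43.0% of the TPM in the O group, and the 2 most abundant genes of the G group held 2.59%. Few reads are argued against as the cause, since 75.5% of the changed genes were lower on the TPM scale among genes with at least 50 counts. Gene length in the scale is argued against as the whole cause, since 68.7% of the changed genes were lower with total counts, where length plays no part. A contribution of length stays open, because the share was 79.0% on the TPM scale. When FZ01GL003984 and FZ01GL000299 were left out of the TPM totals, the median log2 ratio of all compared genes moved from -1.10 to -0.32. This shift is the same for every gene and follows from the shares of the 2 genes, so it gives the size of their effect on the scale and does not test why they are abundant or whether the other genes fell. These 2 genes were not the whole cause of the excess, since 59.8% of the changed genes were still lower without them. Without the 10 genes of highest TPM in each library, the median was -0.24. A true fall of total mRNA per cell in the O group cannot be seen in counts without an external standard, so the direction of the typical gene stays open. All 5 scalings are relative, so a fall of total mRNA beyond their range would also bear on the 764 genes that were higher on each of them.

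FZ01GL003984, listed in Table S1 as a peptidase inhibitor of 375 bp implied length, held 18.0% of the counts and 28.1% of the TPM of the O group. FZ01GL000299, which was singled out after its values were seen and to which the paper gives no function, has an implied length of 114 bp and held 93343 reads in the O group, 2.88% of the counts and 14.8% of the TPM, against 3177 reads in the G group. Whether the reads on these short genes come from the annotated genes or from another transcript at the same place was not tested, because the files give no coordinates.

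More genes were detected only in the O group (374) than only in the G group (175). The role of sequencing depth depended on how depth was measured. Over 100 random draws of the O group to the total of the G group, a 2.40-fold reduction, a median of 277 genes were detected only in the O group (261 to 294) and a median of 354 only in the G group (329 to 377), so that the order reversed. This reversal is partly built in, because the abundant genes of the O group count in its total and the median gene is lower in the O group on that scale (log2 ratio of -0.65). When the O group was drawn down by the ratio of the size factors, a 1.45-fold reduction, a median of 333 genes were detected only in the O group (315 to 344) and a median of 238 only in the G group (220 to 262). A depth difference of this size is argued against as the whole cause, and whether the larger total explains the order stays open.

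Log2 ratios of consecutive IDs correlated across 4760 pairs of compared genes, with a Pearson's r of 0.41 and a Spearman's rho of 0.41, and with a Pearson's r of 0.056 for IDs 10 apart. Genes are not independent replicates, so no p-value is given. The values are consistent with the hypothesis that the ID order follows the gene order and that neighbours share transcripts or regulation. Reads shared by overlapping neighbours are argued against as the whole cause, since IDs 2 apart still correlated with an r of 0.25, and a part played by such reads stays open. Stretches of at least 10 called IDs, bridging single uncalled IDs, numbered 14 for rises and 5 for falls by size factors, 6 and 21 with total counts, and 3 and 59 on the TPM scale, so the direction in excess depended on the scaling.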
